# Single-cell proteomic and transcriptomic analysis of macrophage heterogeneity using SCoPE2

**DOI:** 10.1186/s13059-021-02267-5

**Published:** 2021-01-27

**Authors:** Harrison Specht, Edward Emmott, Aleksandra A. Petelski, R. Gray Huffman, David H. Perlman, Marco Serra, Peter Kharchenko, Antonius Koller, Nikolai Slavov

## Abstract

**Background:**

Macrophages are innate immune cells with diverse functional and molecular phenotypes. This diversity is largely unexplored at the level of single-cell proteomes because of the limitations of quantitative single-cell protein analysis.

**Results:**

To overcome this limitation, we develop SCoPE2, which substantially increases quantitative accuracy and throughput while lowering cost and hands-on time by introducing automated and miniaturized sample preparation. These advances enable us to analyze the emergence of cellular heterogeneity as homogeneous monocytes differentiate into macrophage-like cells in the absence of polarizing cytokines. SCoPE2 quantifies over 3042 proteins in 1490 single monocytes and macrophages in 10 days of instrument time, and the quantified proteins allow us to discern single cells by cell type. Furthermore, the data uncover a continuous gradient of proteome states for the macrophages, suggesting that macrophage heterogeneity may emerge in the absence of polarizing cytokines. Parallel measurements of transcripts by 10× Genomics suggest that our measurements sample 20-fold more protein copies than RNA copies per gene, and thus, SCoPE2 supports quantification with improved count statistics. This allowed exploring regulatory interactions, such as interactions between the tumor suppressor p53, its transcript, and the transcripts of genes regulated by p53.

**Conclusions:**

Even in a homogeneous environment, macrophage proteomes are heterogeneous. This heterogeneity correlates to the inflammatory axis of classically and alternatively activated macrophages. Our methodology lays the foundation for automated and quantitative single-cell analysis of proteins by mass spectrometry and demonstrates the potential for inferring transcriptional and post-transcriptional regulation from variability across single cells.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-021-02267-5.

## Introduction

Tissues and organs are composed of functionally specialized cells. This specialization of single cells often arises from the protein networks mediating physiological functions. Yet, our ability to comprehensively quantify the proteins comprising these networks in single cells has remained relatively limited [1, 2]. As a result, the protein levels in single cells are often inferred from indirect surrogates—sequence reads from their corresponding mRNAs [3, 4].

Single-cell RNA sequencing methods have illuminated cellular types and states comprising complex biological tissues, aided the discovery of new cell types, and empowered the analysis of spatial organization [3, 5]. These methods depend on the ability to capture and detect a representative set of cellular transcripts. Many transcripts are present at low copy numbers, and with the existing scRNA-seq protocols capturing around 10–20% of molecules in a cell, the resulting sampling is very sparse for many transcripts. Because of this, the estimates of mRNA abundances are notably affected by sampling (counting) errors [3, 4].

Sampling many protein copies per gene may be feasible since most proteins are present at over 1000-fold more copies per cell than their corresponding transcripts [1, 6, 7]. This high abundance also obviates the need for amplification. Since amplification may introduce noise, obviating amplification is a desirable aspect. Thus, the high copy number of proteins may allow their quantification without amplification.

However, most technologies for quantifying proteins in single cells rely on antibodies, which afford only limited specificity [1, 8]. Although tandem mass spectrometry (MS/MS) combined with liquid chromatography (LC) and electrospray ionization (ESI) has enabled accurate, high specificity, and high-throughput quantification of proteins from bulk samples [9–12], its application to single cells is in its infancy [2, 8].

To apply these powerful MS technologies to the analysis of single cells, we developed Single-Cell ProtEomics by Mass Spectrometry (SCoPE-MS) [6, 8, 13]. SCoPE-MS introduced the concept of using isobaric carrier, which serves three important roles: (i) reducing sample loss, (ii) enhancing the detectability of ions during MS1 survey scans, and (iii) providing fragment ions for peptide sequence identification. By combining this concept with MS-compatible cell lysis, we established the feasibility of applying multiplexed LC-ESI-MS/MS to quantify proteins from single cells. Parallel efforts have focused on the label-free analysis of individual cells that does not require isobaric labeling but analyzes fewer cells per unit time [14–17].

While SCoPE-MS and its ideas have been reproduced and adopted by others [17–23], the cost, throughput, and reliability of the data fall short of our vision of single-cell proteomics [6, 8]. Our vision requires quantifying thousands of proteins and proteoforms across thousands of single cells at an affordable cost and within a reasonable time frame. Such data could support clinical applications such as biomarker discovery. Moreover, these data could permit inferring direct causal mechanisms underlying the functions of protein networks [8]. The more cells and proteoforms are quantified, the fewer assumptions are needed for this analysis. Thus, our goal in developing SCoPE2 was to increase the number of cells and proteins analyzed at an affordable cost while sampling a sufficient number of ion copies per protein to make quantitative measurements.

To achieve this goal, we followed previously outlined opportunities [6]. In particular, we over-hauled multiple experimental steps, including cell isolation, lysis, and sample preparation [2, 24]. Furthermore, we developed methods for optimizing the acquisition of MS data (DO-MS; Data-driven Optimization of MS) [25] and for interpreting these data once acquired, e.g., for enhancing peptide identification (DART-ID; Data-driven Alignment of Retention Times for IDentification) [26]. These advances combine synergistically into a next-generation SCoPE-MS version, SCoPE2, that affords substantially improved quantification and throughput.

SCoPE2 enabled us to ask fundamental questions: do homogeneous monocytes produce homogeneous macrophages in the absence of polarizing cytokines? Are macrophages inherently prone to be heterogeneous, or is their heterogeneity simply reflecting different progenitors and polarizations induced by different cytokines? These questions are cornerstones to our understanding of macrophage heterogeneity that plays important roles in human pathophysiology: depending on their polarization, macrophages can play pro-inflammatory (usually ascribed to M1 polarization) or anti-inflammatory roles (usually ascribed to M2 polarization) and be involved in tissue development and maintenance [27]. Some studies suggest that rather than separating into discrete functional classes, the M1 and M2 states represent the extremes of a wider spectrum of end-states [27, 28]. We found that the individual macrophage-like cells were heterogeneous even though they originated from homogeneous monocytes exposed to identical environmental conditions. This heterogeneity correlates to a polarization axis that was previously described to emerge in the presence of cytokines.

## Results

The overall work-flow of SCoPE2 is illustrated in Fig. 1a. Single cells are isolated in individual wells, lysed, and their proteins digested to peptides. The peptides from each single cell are covalently labeled (barcoded) with isobaric tandem-mass-tags (TMT), and therefore, labeled peptides with the same sequence (and thus mass) appear as a single mass/charge cluster in the MS1 scans. The MS instrument isolates such clusters and fragments them, see Fig. 2. In addition to generating peptide fragments which facilitate peptide identification, fragmentation generates reporter ions (RI), whose abundances reflect protein abundances in the corresponding samples (single cells) (Fig. 1a). Below, we summarize the key advances of SCoPE2 over SCoPE-MS.

**Fig. 1:**
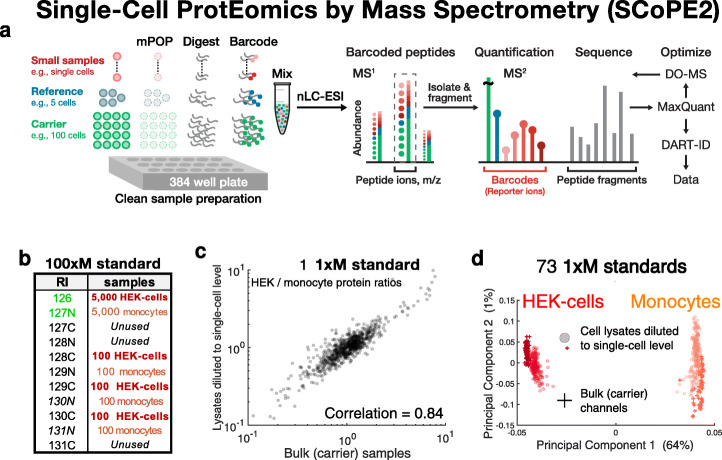
Optimizing and benchmarking MS analysis with bulk standards modeling SCoPE2 sets. **a** Conceptual diagram and work flow of SCoPE2. Cells are sorted into multiwell plates and lysed by mPOP [24]. The proteins in the lysates are digested with trypsin; the resulting peptides labeled with TMT, combined, and analyzed by LC-MS/MS. SCoPE2 sets contain reference channels that allow merging single cells from different SCoPE2 sets into a single dataset. The LC-MS/MS analysis is optimized by DO-MS [25], and peptide identification enhanced by DART-ID [26]. **b** Schematic for the design of a 100xM bulk standards. Monocytes (U937 cells) and embryonic kidney cells (HEK-293) were serially diluted to the indicated cell numbers, lysed, digested, and labeled with tandem-mass tags having the indicated reporter ions (RI). **c** Comparison of protein fold change between the embryonic kidney cells and monocytes estimated from the small samples and from the carrier samples of a 1xM standard, i.e., 1% sample from the 100xM standard described in **a**. The relative protein levels measured from bulk samples diluted to single-cell levels are very similar to the corresponding estimates from the isobaric carrier (bulk) samples. **d** Principal component analysis separates samples corresponding to embryonic kidney cells (HEK-293) or to monocytes (U-937 cells). The small samples (which correspond to bulk cell lysates diluted to single-cell level) cluster with the corresponding carrier samples, indicating that relative protein quantification from all samples is consistent and based on cell type. All quantified proteins were used for this analysis, and each protein was normalized separately for the carrier channels and the small sample channels

**Fig. 2:**
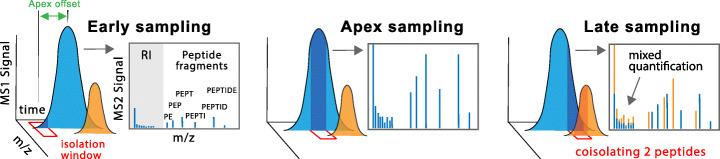
Sampling elution peaks and co-isolating precursor ions during LC-MS/MS, each labeled peptide elutes from the chromatographic column as an elution peak over a time period typically ranging from 10 to 40 s (5–20 s at mid-height) while its ions are isolated (sampled) for MS2 analysis over much shorter intervals, typically ranging from 5 to 80 ms. If the elution peak is sampled too early (left panel) or too late (right panel), the fraction of the peptide ions used for quantification and sequence identification is smaller compared to sampling the apex (middle panel). To increase the fraction of sampled ions per peptide, we used DO-MS to increase the probability of sampling the apex (Fig. 3c), decreased the elution peak width (see the “Methods” section), and increased the MS2 fill time to 300 ms. SCoPE2 quantifies peptides sequentially, one peptide at a time. For each analyzed peptide, the MS instrument aims to isolate only ions from the peptide by applying a narrow mass filter (m/z isolation window) denoted by a red rectangle in the sketch above. Yet, ions from other peptides might also fall within that window and thus become coisolated, as shown with the blue and orange peptides in the third panel. Since coisolated peptides contribute to the measured reporter ions (RI), coisolation reduces the accuracy of quantification. To minimize coisolation, we reduced the isolation windows to 0.7 Th and improved apex targeting as described above. The success of these optimizations was evaluated by the precursor ion fraction (PIF), a benchmark computed by MaxQuant as an estimate for the purity of the ions isolated for fragmentation and MS2 analysis, Fig. 3d

### Automated and miniaturized cell lysis

Instead of lysing cells by focused acoustic sonication, SCoPE2 lyses cells by Minimal ProteOmic sample Preparation (mPOP) [24]. mPOP uses a freeze-heat cycle that extracts proteins efficiently in pure water, thus obviating cleanup before MS analysis. mPOP allows sample preparation in multiwell plates, which enables simultaneous processing of many samples in parallel with inexpensive PCR thermocyclers and liquid dispensers. This advance over SCoPE-MS allows SCoPE2 to decrease lysis volumes 10-fold, from 10 to 1 μl, to reduce the cost of consumables and equipment over 100-fold, and to increase the throughput of sample preparation over 100-fold by parallel processing.

### Improved data integration across single cells

SCoPE2 also introduces a reference channel composed of a reference sample used in all sets. While commonly used in bulk proteomic experiments to integrate quantitative proteomic measurements across multiple multiplexed experiments, this concept was not implemented in SCoPE-MS. In SCoPE2, the reference is about 5-fold more abundant than a single-cell proteome so that the higher abundance results in improved ion-counting statistics while remaining comparable to that of single cells, and thus likely to be within the linear range of quantification. The reference channel for the experiments involving monocytes and macrophages is composed of an equal number of cell equivalents of monocyte and macrophage cell material (2.5 cell equivalents each) from cells counted by hemocytometer, mixed, and prepared in bulk.

### Increased throughput and improved quantification

SCoPE2 introduces a shorter nLC gradient, which allows analyzing more cells per unit of time. Furthermore, improved peptide separation and a narrower isolation window (0.7 Th) result in improved ion isolation and thus improved quantification, see Fig. 2 and Additional file 1: Fig. S5.

### Systematic parameter optimization

The sensitivity and quantification of LC-MS/MS experiments depend on numerous instrument parameters whose tuning often depends on trial-and-error approaches [25]. For example, tuned parameters may increase the number of chromatographic peaks sampled at their apexes, thus increasing the copies of peptide ions used for quantification, see Fig. 2. To make such optimizations more systematic, SCoPE2 employs DO-MS to interactively display data required for the rational optimization of instrument parameters and performance.

### Enhanced peptide sequence identification

Once the MS data are acquired, SCoPE2 can use additional features of the data to enhance their interpretation. Specifically, SCoPE2 uses a Bayesian framework (DART-ID) to incorporate retention time information for increasing the confidence of assigning peptide sequences to MS spectra while rigorously estimating the false discovery rate [26].

### Optimizing and evaluating MS analysis with standards modeling SCoPE2 sets

The quality of LC-MS/MS data strongly depends on numerous interdependent parameters (e.g., chromatographic packing, LC gradient steepness, and ion accumulation time), see Fig. 2. To optimize such parameters, we applied DO-MS on replicate samples, termed “master standards.” Each 1xM standard is a 1% injection of a bulk sample (100xM) composed of eight TMT-labeled (barcoded) samples: two 5000-cell carrier samples (one for each cell type) and six 100-cell samples (three for each cell type), as shown in Fig. 1b. Each 1-μl injection of this bulk sample constitutes a 1xM standard which contains peptide input equivalent to 50 cells in each carrier channel, with the remaining six channels each containing peptide input equivalent to a single cell. Thus, the 1xM standards approximate idealized SCoPE2 standards that enabled us to focus on optimizing LC-MS/MS parameters using identical samples, i.e., independently of the biological variability between single cells.

First, we optimized our analytical column configuration and LC gradient settings. Each 1xM sample was analyzed over a 60-min active gradient since our goal was to optimize the number of proteins quantified across many cells, rather than merely the number of proteins quantified per sample [6]. By varying chromatographic parameters and benchmarking their effects with DO-MS, we minimized elution peak widths. Sharper elution peaks increase the sampled copies of each peptide per unit time and reduce the probability that multiple peptides are simultaneously isolated for MS2 analysis, see Fig. 2. Concurrent with optimizing peptide elution profiles, we optimized the data-dependent acquisition MS settings, such as minimum MS2 intensity threshold, MS2 injection time, and the number of ions sent for MS2 analysis per duty cycle (i.e., TopN), to increase the probability of sampling the apex of the elution peak of each peptide. This optimization increased the number of ion copies sampled from each peptide [25].

The 1xM standards also permitted estimating the instrument measurement noise—independently of biological and sample preparation noise—in the context of diluted bulk standards modeling SCoPE2 sets. This noise estimate was motivated by our concern that factors unique to ultra-low abundance samples, such as counting noise [1, 4, 6, 29], may undermine measurement accuracy. To estimate the measurement reproducibility, we correlated the RI intensities of lysates corresponding to the same cell type: an average correlation of 0.98 suggested good reproducibility. However, this reproducibility benchmark cannot evaluate the accuracy of relative protein quantification, i.e., the ability of SCoPE2 to quantify changes of proteins across cell types [8, 30, 31]. To benchmark accuracy, we compared the fold changes of proteins between human embryonic kidney cells and monocytes (HEK-293/U-937 protein ratios) estimated from two cell lysates diluted to single-cell levels against the corresponding ratios estimated from the bulk samples used as carriers (Fig. 1b). The high concordance of these estimates (Spearman *ρ* = 0*.*84) strongly indicates that the instrument noise in quantifying proteins from standards with isobaric carriers is small, consistent with our arguments that the abundance of proteins in single mammalian cells is high enough to minimize the sampling (counting) noise [6].

To further evaluate relative quantification, beyond the results for two samples diluted to single-cell level (Fig. 1b), we consolidated the data from 73 1xM standards and computed all pairwise correlations. This 584-dimensional matrix was projected onto its first two principal components (PC). The largest PC accounts for 64% of the total variance in the data and perfectly separates all samples corresponding to HEK-293 cells or monocytes. Crucially, the cell lysates diluted to single-cell levels cluster the same way as the corresponding carrier samples, indicating that the clustering is driven by cell type-specific protein differences rather than by reproducible artifacts. Thus, the standards with isobaric carriers (modeling SCoPE2 sets) can reliably quantify protein abundances at the single-cell level.

### Model system and technical benchmarks

Having demonstrated that proteins from 1xM standards can be quantified with low noise, we next applied SCoPE2 to the analysis of single cells. As a model system, we chose monocytes differentiated into macrophage-like cells in the presence of an agonist of protein kinase C, phorbol-12-myristate-13-acetate (PMA), Fig. 3a. We chose this system since it provides a clear benchmark—the ability to identify two closely related but distinct cell types. This system also presents an open research question: are macrophage-like cells produced from this differentiation as homogeneous as the monocytes from which they originate or more heterogeneous? To answer this question independently from the heterogeneity inherent to primary monocytes, we used a homogeneous monocytic human cell line, U-937 [32].

**Fig. 3:**
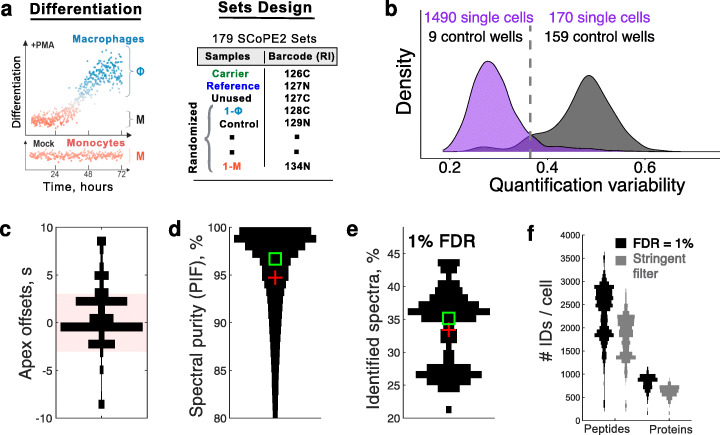
Model system and technical benchmarks for analyzed single cells and proteins. **a** Monocytes were differentiated into macrophages by PMA treatment, and FACS-sorted cells prepared into 179 SCoPE2 sets, labeled with TMT 11-plex or TMT 16-plex. **b** Distributions of coefficients of variation (CVs) for the fold changes of peptides originating from the same protein. The CVs for single cells are significantly lower than for the control wells. **c** A distribution of time differences between the apex of chromatographic peaks and the time when they were sampled for MS2 analysis, see Box 1. Over 80% of ions (shaded box) were sampled within 3 s of their apexes. **d** A distribution of precursor ion fractions (PIF) for all peptides across all SCoPE2 sets. PIF is a quantitative metric computed by MaxQuant [33] to estimate the degree of coisolation. For most MS2 scans, over 97% of the ions isolated for fragmentation and MS2 analysis belonged to a single precursor (peptide sequence), see Fig. 2. The square and the cross mark, the median, and the mean respectively. **e** About 35% of MS2 spectra are assigned to peptide sequences at 1% false discovery rate (FDR). The lower mode of the distribution corresponds to samples analyzed when the quadrupole of our instrument had suboptimal ion transmission performance. **f** The number of identified and quantified peptides and proteins in single cells from SCoPE2 sets analyzed on 60 min nLC gradients. All peptide and protein identifications are at FDR below 1% and are supported by DART-ID [26]. The criteria for stringent filtering are described in the “Methods” section. See Additional file 1: Fig. S3b for the number of peptides and proteins identified from MS spectra alone. The number of proteins with non-zero RI intensity in control wells ranged from 66 to a few hundred in contaminated or cross-labeled control wells that were excluded from the analysis. The *x*-axes in all violin plots (vertical histograms) correspond to counts, number of MS2 scans in **c**, number of PSMs in **d**, and number of SCoPE2 sets in **e** and **f**

The SCoPE2 workflow (Fig. 1a) can be used with manually picked cells, FACS-sorted cells, or cells isolated by microfluidic technologies that minimize the volume of the droplets containing cells [6]. Here, we used a BD FACSAria I cell sorter to sort single cells into 384-well plates, one cell per well, see Fig. 3a and Additional file 1: Fig. S1. The single cells from two biological replicate preparations of the differentiation protocol were sorted and prepared into 179 SCoPE2 sets, as depicted in Fig. 1a and Fig. 3a. The sorting followed a randomized layout to minimize biases, and sample preparation was automated as described in the “Methods” section. Each set has an isobaric carrier corresponding to about 200 cells and a reference corresponding to 5 cells. The size of the carrier was chosen to optimize the number of quantified proteins and the number of copies sampled per protein based on guidelines from controlled experiments [29]. The carriers of some sets were sorted individually, with 200 cells per well, while the carriers and reference channels of other sets were diluted from a larger bulk sample. We analyzed two biological replicates available at massIVE [34, 35]: the first used TMT 11-plex [34], and the second used TMT pro 16-plex [35].

First, we sought to identify successfully analyzed single cells based on low variability for the relative protein quantification derived from different peptides, Fig. 3b. Specifically, different peptides originating from the same protein should provide similar estimates for the protein fold changes across single cells, as observed in SCoPE2 data (Additional file 1: Fig. S6). The variability between estimates from different peptides was quantified by the coefficient of variation (CV) for all peptides originating from the same protein, i.e., standard deviation/mean for the RI ratios. Then, the median CV (across all proteins) of a single cell provides a measure for the consistency of relative protein quantification in that cell.

To estimate the background noise, we incorporated control wells into SCoPE2 sets, Fig. 2a. These control wells did not receive cells but were treated identically to wells with single cells, i.e., received trypsin, TMT additions, and hydroxylamine. Thus, any reporter ion intensities detected in the control wells should correspond to the coisolation and background noise; this noise should be highly variable and uncorrelated for different peptides originating from the same protein because the peptides likely elute at different points in the chromatography and have different mass-to-charge ratios. This high variability is reflected in the high median CV for the control wells, higher than for single-cell wells. The distribution of CVs for all single cells and control wells indicates that 1490 single cells have lower quantification variability than the control wells, Fig. 3b. These single cells were analyzed further, see the “Evaluating single-cell quantification” section.

As explained in Fig. 2, the quantitative accuracy of LC-MS/MS measurements depends on sampling the apex of chromatographic peaks. Thus, we used DO-MS to optimize the instrument parameters so that chromatographic peaks are sampled close to their apexes [25]. As a result, most ions were sampled for MS2 analysis within 3 s of their apexes (Fig. 3c). The combination of sampling close to the apex, sharp chromatographic peaks, and narrow isolation widows (0.7 Th) minimized the simultaneous coisolation of different peptide ions for MS2 analysis. Indeed, MaxQuant estimated over 97% median purity of the ions sent for MS2 analysis, Fig. 3d. Independent estimates of coisolation by Proteome Discoverer confirm the purity of MS2 spectra, Additional file 1: Fig. S5b. The high spectral purity and the use of retention times to bolster peptide sequence identification [26] allowed assigning a peptide sequence to about 35% of the MS2 spectra from each SCoPE2 run at 1% FDR, Fig. 3e. The high spectral purity supports accurate quantification, consistent with a linear dependence between the measured signal and the input amount shown in Additional file 1: Fig. S3a.

On average, SCoPE2 quantifies over 2500 peptides corresponding to about 1000 proteins per SCoPE2 set analyzed on 1-h chromatographic gradient, Fig. 3f. While longer gradients can increase this coverage, they will reduce the number of cells analyzed per unit time. Since most single-cell analysis requires analyzing large numbers of single cells, we focused on shorter nLC gradients that increase the number of proteins quantified across many single cells rather than merely the number of proteins per cell [6]. We applied further filtering of peptides and proteins to ensure FDR below 1% within each peptide, and within each protein, not just across all peptides and data points; see the “Methods” section. Not all proteins are quantified in all single cells because some protein values are missing. The first type of missing values is due to peptides sent for MS2 analysis but resulting in too low signal-to-noise ratio (SNR) for quantification. This is a minor contribution to missingness. Indeed, only 10% of the data for peptides identified in a SCoPE2 set were missing because the RI signal in some single cells is below the SNR threshold. This missingness can be reduced further by increasing ion sampling (accumulation) times or by narrowing chromatographic peaks, see Fig. 2 [6, 29]. The second and major type of missing values is due to peptides not sent for MS2 analysis. This is because the MS instrument does not have time to send for MS2 scans all ions detected at MS1 survey scans, and thus, it isolates for MS2 analysis different peptide subsets during different SCoPE2 runs (see Fig. 1a and Fig. 2), a well-described phenomenon for data-dependent acquisition (DDA) [11, 12]. As a consequence, we obtained quantification for a diverse set of 3042 proteins spanning a wide dynamic range, Additional file 1: Fig. S2. Thus, the average number of data points (single cells) per protein is about 305. This type of missing data, unlike the first, is a product of experimental design and not necessarily a lack of sensitivity. To increase the reproducibility of protein measurement between SCoPE2 sets, a specific list of peptides can be targeted for analysis in each set [6, 17].

### Cell type classification

High-throughput single-cell measurements are commonly used to identify and classify cell types. Thus, we sought to test the ability of SCoPE2 data to perform such classification. As a first approach, we performed principal component analysis (PCA), Fig. 4a. Using all 3042 quantified proteins, PCA separates the cells into two mostly discrete clusters along PC1, which accounts for 29% of the total variance of the data. Color-coding the cells by their labels indicates that the clusters correspond to the monocytes and the macrophages, Fig. 4a. These results are qualitatively recapitulated if the PCA is performed on the raw data without imputation and batch correction, Additional file 1: Fig. S7. To evaluate whether we can assign cell types based on the abundance of monocyte and macrophage associated proteins, we color-coded each cell by the median abundance of proteins identified to be differentially abundant from analyzing bulk samples of monocytes and macrophages, Fig. 4b. The resulting color-coding of the cells coincides with their cell types, supporting the utility of SCoPE2 data for classifying cell types.

**Fig. 4:**
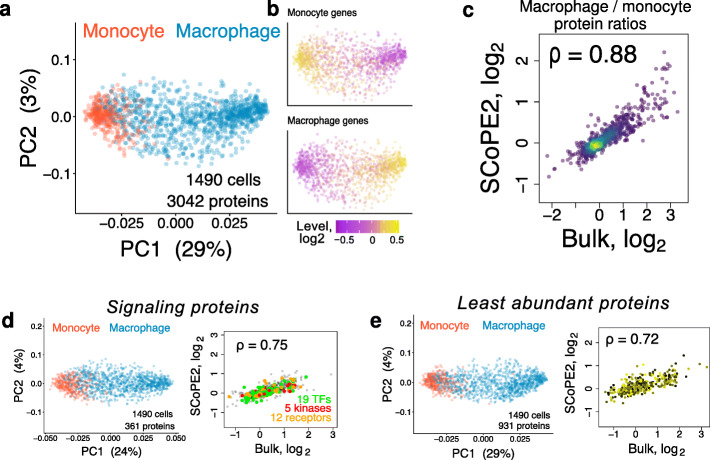
Identifying cell clusters by principal component analysis and evaluating SCoPE2 quantification. **a** A weighted principal component analysis (PCA) of 1490 single cells using all 3042 proteins quantified across multiple single cells. Missing values were imputed using *k*-nearest neighbor (*k* = 3). Cells are colored by cell type. **b** The cells from the PCA in **a** are color-coded based on the abundance of monocyte and macrophage genes, defined as the 30 most differential proteins between bulk samples of monocytes and macrophages. **c** The relative protein levels (macrophage/monocyte protein ratios) estimated from the single cells correlate to the corresponding estimates from bulk samples; *ρ* denotes Pearson correlation. Proteins functioning in signaling (**d**) as well as the least abundant proteins quantified by SCoPE2 (**e**) allow clustering cells by cell type. The protein fold changes between monocytes and macrophages for these protein sets are consistent between single cells and bulk samples, similar to **c**

The macrophage cluster appears more spread-out, which might reflect either the larger number of macrophage cells or increased cellular heterogeneity during the differentiation process. To distinguish, between these possibilities, we computed the pairwise correlations between monocytes and those between macrophages, Fig. 7a. The lower pairwise-pairwise correlations between macrophages suggest that indeed differentiation increases heterogeneity, Fig. 7a.

While the PCA clustering is consistent with the known cell types, it is inadequate to benchmark protein quantification. As a direct benchmark, we averaged in silico the single-cell data to compute monocytes/macrophages protein fold changes and compared these estimates to the corresponding fold changes measured from bulk samples, i.e., averaging across single cells by physically mixing their lysates, Fig. 4c. The correlation (*ρ* = 0*.*88) indicates that SCoPE2 can accurately measure protein fold changes in single cells.

In principle, the cell type classification in Fig. 4a, b may be driven by relatively few abundant structural proteins while less abundant regulatory proteins, such as kinases, receptors, and transcription factors, might be poorly quantified. To evaluate this possibility, we applied the PCA analysis using only proteins functioning in signaling (Fig. 4d) or only the least abundant proteins quantified by SCoPE2 (Fig. 4e). The results indicate that these protein groups also correctly classify cell types (Fig. 4d, e), albeit the fraction of variance captured by PC1 is lower for the signaling proteins (24%) shown in Fig. 4d. The relative quantification of proteins from both sets correlates positively (*ρ* = 0*.*75, *ρ* = 0*.*72) to the corresponding bulk protein ratios, Fig. 4d,e.

### Macrophages exhibit a continuum of proteome states

Next, we turn to the question of whether the homogeneous monocytes differentiated to similarly homogeneous macrophages, Fig. 3a. To this end, we performed an unsupervised spectral analysis of the cell population, which allowed us to characterize cellular heterogeneity without assuming that cells fall into discrete clusters. To do so, the cells were connected into a graph based on the correlation of their proteome profiles. We then examined the eigenvector of the graph Laplacian matrix with the smallest non-trivial eigenvalue (Fiedler vector, Eq. 1 [36]), which captures the most prominent structural axis of the cell similarity graph; see the “Methods” section. We then sorted cells according to their Fiedler vector values, thus capturing the most prominent aspect of cellular heterogeneity Fig. 5a. This cell clustering is based on hundreds of proteins with differential abundance between monocytes and macrophage-like cells, shown in Fig. 5a: Proteins with higher abundance in monocytes are enriched for proliferative functions, including chromatin organization and translation [37]. Proteins with higher abundance in macrophages are enriched for cell surface signaling and cell adhesion proteins, including intermediate filament protein vimentin, Fig. 5b. These enrichment results are consistent with the functional specialization of monocytes and macrophages and further validate the ability of SCoPE2 data to recapitulate known biology.

**Fig. 5:**
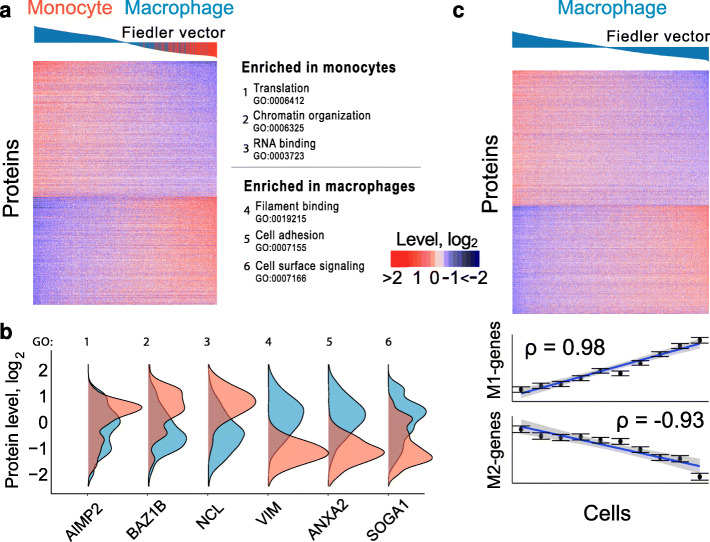
Single-cell proteomes define a continuum of macrophage polarization states. **a** Heatmap of the top 20% most variable proteins (609) between two clusters of cells identified by unsupervised spectral clustering of all quantified proteins and cells. The cells are ordered based on their rank in the corresponding Fiedler vector from the spectral clustering, see Eq. 1. The color bars above the heatmap indicate the loadings of each cell in the Fiedler vector. **b** Gene set enrichment [37] identified overrepresented functions for the proteins enriched within each cell type. These functions are displayed alongside representative protein distributions from each gene set. **c** The unsupervised spectral analysis from panel a was applied only to the macrophage-like cells, revealing a gradient of macrophage heterogeneity. Cells were ordered based on the corresponding elements of the Fiedler vector, Eq. 1. The bars above the heatmap indicate the Fiedler vector loading of each cell. The top 25% of proteins with the largest fold change between the first 40 cells and last 40 cells are displayed (761 proteins). The single-cell levels of genes in the protein data set previously reported to be enriched in M1 or M2 polarized primary human macrophages [38] are displayed at the bottom; each data point represents the median value over bins of 110 cells (1096 macrophage-like cells total), and error bars denote standard error of data points in each bin

To explore the heterogeneity within the macrophages, we applied the same spectral analysis as in Fig. 5a, but this time only to the macrophage-like cells. The distribution of the elements of the associated Fiedler eigenvector (defined by Eq. 1) suggests that the cellular heterogeneity observed in this population is better described by a continuous spectrum rather than by discrete clusters, Fig. 5c. Indeed, the heatmap of protein levels for macrophage-like cells ordered based on the Fiedler eigenvector shows that most proteins change gradually across a continuous spectrum, Fig. 5c. Analyzing the proteins from this gradient, we observed a remarkable trend: genes previously identified as differentially expressed between M1 and M2-polarized primary human macrophages [38] are also differentially expressed between single macrophage cells. For example, the cells at the left edge of Fig. 5c show high expression of genes upregulated in M2-polarized macrophages, decreasing monotonically from the left to right of Fig. 5c. Genes upregulated in M1-polarized primary human macrophages appear to be expressed in a reciprocal fashion, with lower expression at the left edge of Fig. 5c, increasing monotonically across the figure. These results from Fig. 5a, c are qualitatively recapitulated if the spectral clustering is performed on the raw data without imputation and batch correction, Additional file 1: Fig. S7.

### Joint analysis of single-cell protein and RNA data

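U-937 is an established human cell line of monocytes that grows in suspension, and PMA turns these cells into adherent, macrophage-like cells. For the RNA measurements, untreated monocytes were mixed with cells that had received 5 nM PMA for 24 h and recovered for 48 h before harvest at 72 h. Suspensions from 2 replicate cultures, at a stock concentration of 1200 cells/μl, went into separate lanes of a droplet instrument that gives the mRNAs of a cell a shared barcode and each captured molecule a unique molecular identifier (UMI). The authors counted UMIs with CellRanger and deposited, for each replicate, the number of UMIs per gene and barcode, without normalization and before the minimum on UMIs given in the methods. The matrices list 32738 genes by symbol, of which 186 share their symbol with another entry. The matrix of replicate 1 holds 136502330 UMIs over 12013 barcodes, and that of replicate 2 holds 135591312 UMIs over 8261 barcodes. With the minimum of 10000 UMIs per barcode given in the methods, 3850 cells with a median of 29480.5 UMIs remained in replicate 1 and 4539 cells with a median of 26749 UMIs in replicate 2. No cell annotation was used here, so these cells were clustered together on the levels of 2000 variable genes (30 principal components, 15 nearest neighbors, Leiden resolution 0.5, no batch correction), which gave 7 clusters. Clusters were called monocyte-like or macrophage-like from marker transcripts such as PRTN3 and CTSG or CD68 and SPP1, and every other gene listed for a test was kept out of the clustering. The rule that a marker counts for a cluster above the geometric midpoint between the highest and the lowest cluster was chosen after the clusters were seen. Cells are not replicates, so UMIs were summed per replicate and class, and the macrophage-like sums were compared with the monocyte-like sums (n = 2 each) with edgeR, scaled by TMM factors. A gene was counted as different past an adjusted p of 0.05 with a log2 fold change of at least 1 in size, and genes that had served to cluster or name the cells were not counted. Other choices that could change the numbers are the UMI minimum, the resolution of the clustering and the keeping of doublets, for which the methods name no removal.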

We also analyzed single cells from two biological replicates of differentiating monocytes (Fig. 3a) by scRNA-seq using the 10× Chromium platform [39] and compared the cell clustering and differential genes measured by scRNA-seq and SCoPE2. We first consider measurement noise since it may contribute to apparent differences between the protein and RNA measurements [31]. Specifically, we can expect to confidently identify differential abundance between cell types only for genes whose biological variability exceeds the measurement noise.

A major source of measurement noise for both SCoPE2 and scRNA-seq is sampling low copy number of molecules per gene. A low copy number of sampled molecules results in significant counting noise [6]. This noise arises because scRNA-seq and SCoPE2 sample only a subset of the molecules from a single cell. This sampling process contributes to a counting error: The standard deviation for sampling *n* copies is sqrt(n) (from the Poisson distribution), and thus the relative sampling error, estimated as standard deviation over mean, is sqrt(n)/ *n* = 1/sqrt(n), Fig. 6a. Thus our optimization of SCoPE2 aimed to increase ion delivery not merely the number of identified peptides [25]. Similarly, to increase the sampling of mRNAs, we sequenced the 10× library to an average depth of 100,000 reads per cell. Furthermore, we chose for subsequent analysis only representative cells with at least 10,000 UMIs per cell, Additional file 1: Fig. S4.

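The deposited values are UMIs, in which the reads of a captured molecule are collapsed, so the values here rest on UMIs, and the depth in reads was not analysed here. Over all barcodes, the median was 2465 UMIs in replicate 1 and 16372 in replicate 2, and the most UMIs on a barcode were 87714 and 87252. Among the cells above the minimum, transcripts of the mitochondrial genome took a median of 4.36% of the UMIs in replicate 1 and 4.37% in replicate 2.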

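The minimum kept 32.0% of the barcodes of replicate 1 and 54.9% of those of replicate 2. The kept barcodes carried 117901395 and 128313944 UMIs, while the 8163 and 3722 barcodes below the minimum carried 13.6% and 5.37% of all UMIs of their replicate. A median of 4549.5 genes was detected per kept cell in replicate 1 and 4243 in replicate 2. The number of kept barcodes averaged 4194.5 per replicate and moved most with a minimum of 20000 UMIs, which left 3363.

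**Figure D1:**
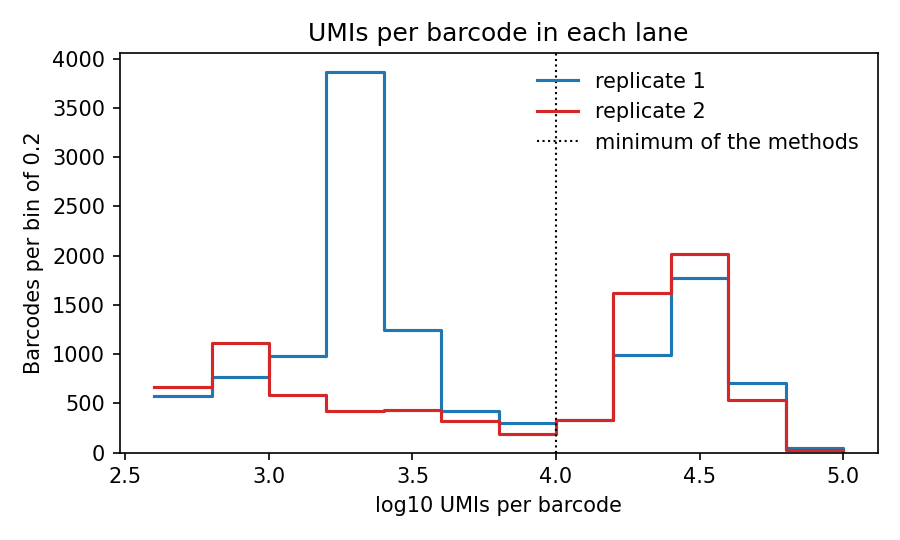
Number of barcodes in each interval of log10 UMIs per barcode, for replicate 1 (blue) and replicate 2 (red), with the minimum of the methods as a dotted line. In these intervals the barcodes of either replicate form a peak on each side of the line, and the left peak is the taller peak only in replicate 1. The lowest interval holds only barcodes of at least 500 UMIs, so the left peak of replicate 2 may come from that cut.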

**Fig. 6:**
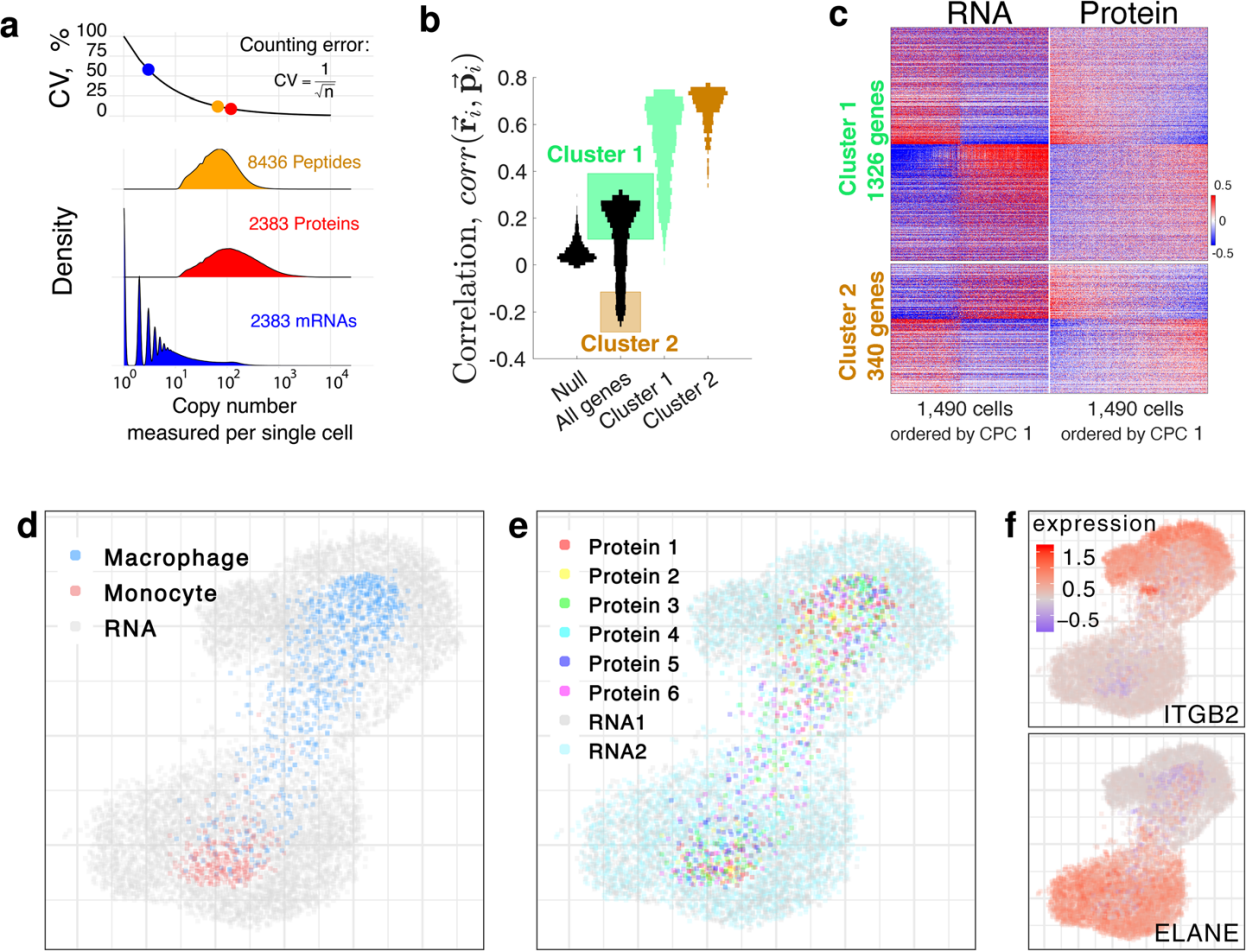
Joint analysis of single-cell RNA and protein data. **a** The number of unique barcode reads per mRNA or ions per peptide/protein for the set of 2383 genes detected in both datasets. Peptides and proteins were filtered to 1% FDR. Proteins from genes not quantified in the RNA data were omitted and vice versa. The higher copy numbers measured for proteins support more reliable counting statistics compared to mRNAs. **b** Distributions of correlations between **r**_*i*_ and **p**_*i*_, where **r**_*i*_ is the vector of pairwise correlations of the *i*th RNA to all other RNAs, and **p**_*i*_ is the vector of pairwise correlations of the *i*th protein to all other proteins [13, 40]. The null distribution corresponds to permuting the order of RNAs and proteins. The two modes of the distribution of correlations for all genes were used to define gene clusters 1 and 2. The correlations between **p**_*i*_ and **r**_*i*_ were then recomputed just within the space of genes from clusters 1 or from clusters 2 and displayed as separate distributions. **c** Genes from cluster 1 display similar abundance profiles at both the RNA and protein levels, while genes from cluster 2 display the opposite profiles. The columns correspond to single cells ordered by the first common principal component (CPC 1), which strongly correlate to cell type both for the RNA and for the protein dataset. Cluster 1 genes are ordered by the left CPC 1, and cluster 2 genes by the fold change across the ordered cells from both RNA and protein datasets. **d**–**f** Joint projections of the RNA and protein data by Conos [41]. **d** Cells analyzed by SCoPE2 are color-coded by cell type while cells analyzed by scRNA-seq are marked gray. **e** All single cells are color-coded by biological replicate and batch. **f** Cells are color-coded by the expression of marker genes for monocytes and macrophages

To estimate our sampling error, we sought to convert the RI abundances (i.e., the barcodes from which SCoPE2 estimates peptide abundances) into ion copy numbers. To do so, we extracted the signal to noise ratios (S/N) for RIs and multiplied these ratios by the number of ions that induces a unit change in S/N. Since our Q-Exactive basic Orbitrap operated at 70,000 resolving power, a S/N ratio of 1 corresponds to about 6 ions [42, 43]. Thus, for our system, a S/N ratio of 50 corresponds to 300 ions; see the “Methods” section for details. The results in Fig. 6a indicate that SCoPE2 samples 10–100-fold more copies per gene than 10× Genomics, which corresponds to smaller sampling (counting) errors. 

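For the RNA, the copies sampled per gene were taken as the mean number of UMIs over the cells in which the gene was detected. Fig. 6a shows only genes detected in both the RNA and the protein data, and that set was not used here. The mean was computed for 20685 genes in replicate 1 and 20733 in replicate 2, and its median over genes was 1.10 and 1.08 UMIs. A Poisson count of that size has a coefficient of variation of 95.5% in replicate 1 and 96.2% in replicate 2, but a mean over cells with the gene cannot be below 1, which keeps this value under 100%, and with the mean over all kept cells it was 393% and 425%. The upper quartile lay at 1.44 and 1.37 UMIs and the 95th percentile at 4.23 and 3.82 UMIs, so that 86.1% and 87.8% of the genes had a mean under 2 UMIs. At least 10 UMIs per cell were reached by 398 genes in replicate 1 and 365 in replicate 2, where the Poisson coefficient of variation is at most 31.6%. A single UMI made up 45.8% of all detections of a gene in a cell in replicate 1 and 47.3% in replicate 2. The median depends most on which cells enter the mean, since averaging over all kept cells, with or without the gene, lowered it to 0.0600 UMIs. It also depends on the genes, and was 1.40 and 1.35 UMIs over genes detected in at least 5% of kept cells. The ions sampled per protein were not analysed here.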

The sampling can be increased further by increasing the ion sampling times, see Fig. 2.

To investigate the similarities and differences at the RNA and protein levels, we compared the correlation vectors of the scRNA-seq and SCoPE2 data as previously described [13, 40]. Specifically, for each dataset, we computed the matrices of pairwise Pearson correlations between genes, averaging across the single cells. Then to quantify the similarity of covariation of the *i*th gene, we correlated the *i*th vectors of RNA (**r**_*i*_) and protein (**p**_*i*_) correlations. The correlations between **r**_*i*_ and **p**_*i*_ for all genes are bimodally distributed, with a large positive mode, Fig. 6b. Yet, they become close to zero when the order of genes is permuted, see the null distribution in Fig. 6b. 

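The RNA vectors can be compared between the replicates in the same way. For 10389 genes detected in at least 5% of the cells of both replicates, the vector of Pearson correlations to all other genes was computed across the cells of each replicate and then correlated between the replicates. The correlation between the vectors of a gene had a median of 0.831 over genes and an interquartile range of 0.570 to 0.941. With the order of genes permuted in a replicate, the median was −0.000714 and 95% of the values lay between −0.0218 and 0.0217, and 99.5% of the genes had an observed correlation above this range. Only 35 genes had a correlation below 0. For genes shown in Fig. 7, it was 0.988 for NCL, 0.987 for RHOC and 0.984 for TNFSF13B. The median moved most when the vectors were computed within a single class of cells, to 0.202 within monocyte-like and 0.296 within macrophage-like cells. Genes are not independent replicates, so no test was made across them, and the protein vectors were not analysed here.

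**Figure D2:**
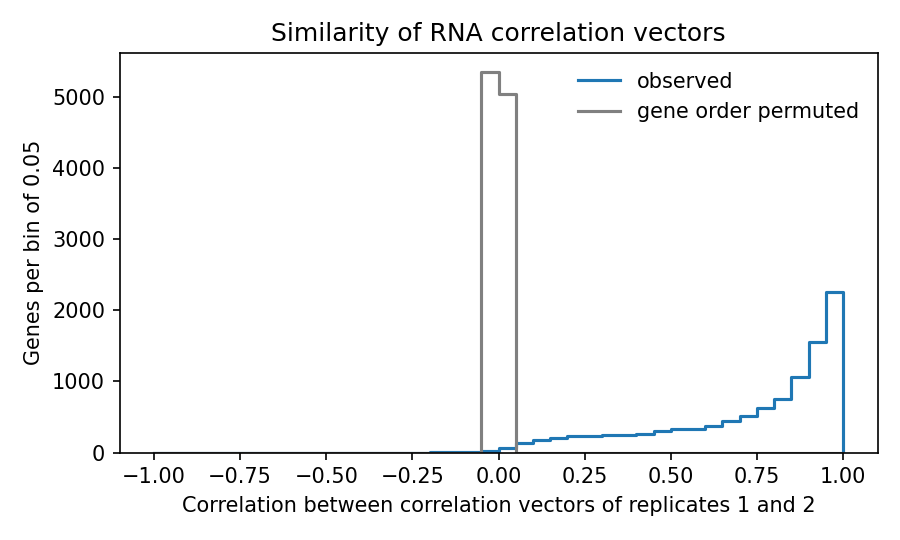
Number of genes in each interval of the correlation between the RNA correlation vectors of replicates 1 and 2, as observed (blue) and with the order of genes permuted (gray). The observed values rise toward 1 and the permuted values stay around 0.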

We used the two modes of the distribution of correlations between **r**_*i*_ and **p**_*i*_ to define genes with similar protein and RNA covariation (cluster 1) and genes with opposite covariation (cluster 2). The genes not included in either cluster are not differentially abundant between monocytes and macrophages at either the protein or the RNA level. The genes within a cluster correlate to each other similarly as indicated by the high correlations between **r**_*i*_ and **p**_*i*_ when these vectors are comprised only by the correlations of genes from cluster 1 or from cluster 2, Fig. 6b. To further confirm the coherence of these clusters, we displayed the RNA and protein levels of their genes as heatmaps in Fig. 6c using common PCA to order the cells [44]. Ordering the single cells and the cluster 1 genes based on the first common principal component (CPC 1) of the RNA and protein datasets confirms that the majority of genes exhibit qualitatively similar RNA and protein profiles. Gene set enrichment analysis [45] of these genes identified many biological functions, including antigen presentation, cell adhesion, cell proliferation, and protein synthesis, Additional file 1: Fig. S9. This similarity of RNA and protein profiles extends to the macrophage heterogeneity that we discovered in the SCoPE2 data Fig. 5c: The gradient is also observed with the RNA data, and it correlates to polarization marker genes albeit with smaller correlations, Additional file 1: Fig. S8. 

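The RNA levels of both classes were compared over the 4 sums, which held 58110753 and 71585514 UMIs for the monocyte-like cells of replicates 1 and 2 and 51357252 and 48756680 UMIs for the macrophage-like cells. By edgeR's test, 9243 of 12408 genes passed the adjusted p, and with the size of the change also required 1632 were higher in macrophage-like cells and 2113 were higher in monocyte-like cells. The number of higher genes moved most when the genes were split at random and each part was tested on classes found from the other part, with 2701 and 2605 of 14393 genes. Families of genes were written down by symbol after the functions printed in Fig. S9 and Fig. S10 before the data were examined, and were tested with camera on the log2 CPM (UMIs of a gene scaled to a common library size) of the same sums, with Benjamini-Hochberg adjustment over the 17 families. They are not the gene sets the paper used. All 12 genes of antigen presentation via MHC class I were higher in macrophage-like cells, with a median log2 fold change of 1.24 (1.21 in replicate 1 and 1.27 in replicate 2, camera, adjusted p = 4.24e-04), although reads of the near-identical HLA genes can be split between them. For protein synthesis, all 45 genes of the large and all 32 of the small ribosomal subunit were lower in macrophage-like cells, with medians of −0.62 (adjusted p = 5.50e-07) and −0.69 (adjusted p = 7.84e-06). Many of these genes have processed pseudogenes that can take some of their reads. Ribosome biogenesis fell further, with a median of −1.22 and 23 of its 24 genes lower (adjusted p = 3.86e-06). Past the threshold, 12 of the 17 families differed under camera, and all 17 did under fry (16 with the replicate block), which on simulated data also called 2 unchanged families.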

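The order of the macrophage-like cells was computed as for the proteins, as the Fiedler vector of the Laplacian of the pairwise correlations between cells, over 1705 cells and 10115 genes in replicate 1 and 1769 cells and 9833 genes in replicate 2. The sign of such a vector is arbitrary and was set so that the M1 list rises, so the direction of the M1 list carries no information. The polarization lists were written by hand, with 38 genes each, and stand in for the published sets. Enough cells had 22 of the M1 genes in either replicate, and 23 and 22 of the M2 genes. Across cells, the Pearson correlation of the rank along the vector with the median level of the M1 list was 0.173 in replicate 1 and 0.160 in replicate 2. Among 1000 random lists matched on mean expression, set against the same order, these values lie at the 28.4th and 51.7th percentile, so the M1 list did not follow the order more closely than lists of other genes. Over 10 bins of cells, the correlation of the M1 list was 0.881 and 0.885, but its binned level took only 5 distinct values in either replicate, within a range of 0.0199 and 0.0195 on the log2 scale, so this correlation carries little information. The M2 list gave 0.0424 and −0.00153 across cells, at the 5.3rd and 11.4th percentile of its random lists, and thus rose less than most of them. Over bins it gave 0.429 in replicate 1, from only 3 distinct values within a range of 0.0183 on the log2 scale, which carries little information. In replicate 2 its median level was the same in every bin, so no correlation exists. The M1 correlation over bins moved most when each cell was thinned to 10000 UMIs, to 0.0580 in replicate 1 and 0.630 in replicate 2. IL1B, CCL5 and PSME2, named after their values were seen, had the highest correlations with the rank among the listed M1 genes, at 0.397, 0.390 and 0.376 in replicate 1 and 0.420, 0.402 and 0.402 in replicate 2. Members of the M1 list also ran the other way. SOD2, CD86, ICAM1, IL7R, TNFSF10 and OAS3 had negative correlations in both replicates, with SOD2 lowest at −0.227 and −0.221.

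**Figure D3:**
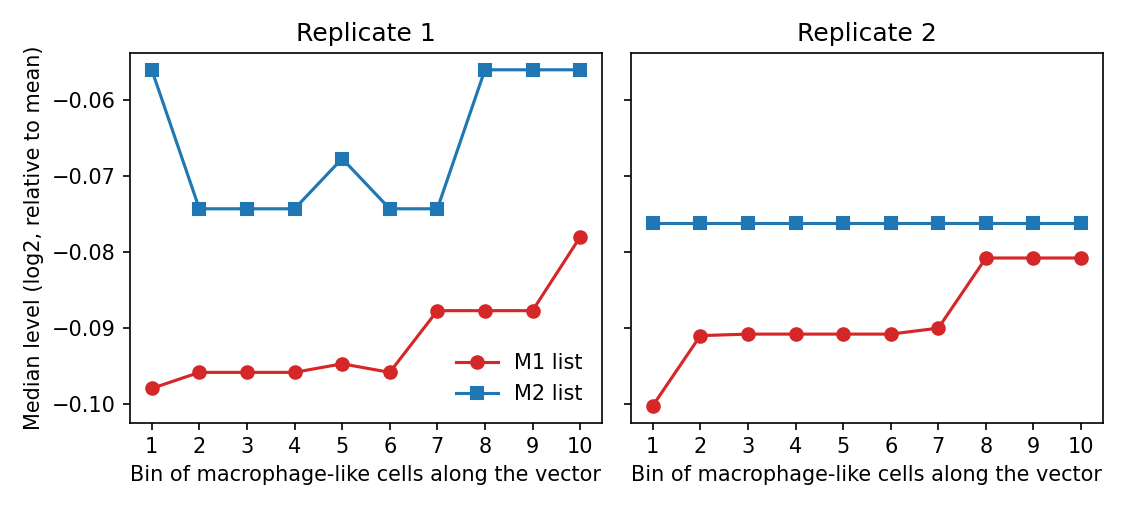
Median level of the M1 list (red circles) and the M2 list (blue squares) in 10 bins of macrophage-like cells along the vector, on the log2 scale relative to the mean of each gene over cells, for replicate 1 (left) and replicate 2 (right). The M1 list goes from −0.10 to −0.08 in either replicate, and the median of the M2 list takes the same value in every bin of replicate 2.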

The genes from cluster 2 have opposite RNA and protein profiles and are enriched for functions including Rab GTPase activity, and protein complex assembly, Additional file 1: Fig. S10. 

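Rab GTPase activator activity was represented by 32 genes, of which 17 had higher RNA levels in macrophage-like cells and 15 in monocyte-like cells. Their median log2 fold change was 0.22, with 0.15 in replicate 1 and 0.28 in replicate 2 (camera, adjusted p = 0.455). The members ranged from TBC1D8 at 2.08 to TBC1D2B at −1.49. A family of 28 kinetochore and spindle genes was lower in macrophage-like cells in every member, with a median of −3.92 (adjusted p = 7.57e-09), from SKA1 at −5.51 to MAD1L1 at −0.0031. The median was −2.30 with k-means, −2.00 at a Leiden resolution of 1.0 and −1.96 with a minimum of 20000 UMIs, where fewer cells took no class name, and with the former 2 settings MAD1L1 was higher. The protein profiles of these genes were not analysed here.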

The similarity between the RNA and protein abundances of genes from cluster 1 (Fig. 6b, c) suggests that the RNA and protein data might be projected jointly. To this end, we used Conos to generate a joint graph integrating all analyzed cells and to project them on the same set of axes, Fig. 6d–f. The joint projection results in two distinct clusters corresponding to the monocytes and macrophages, Fig. 6d. 

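Projected without the proteins, principal component 1 of the RNA data took 16.4% of the variance of the clustering genes, against 1.88% for component 2. The classes come from clusters on these components, so their separation along component 1 follows from the method and is not counted as a result. Its Spearman correlation with total UMIs per cell was 0.123 and 0.124. In replicate 1, 1899 cells or 49.3% were monocyte-like (exact binomial interval at 95%, 47.7 to 50.9%) and 1705 or 44.3% macrophage-like (42.7 to 45.9%). In replicate 2, 2523 cells or 55.6% were monocyte-like (54.1 to 57.0%) and 1769 or 39.0% macrophage-like (37.6 to 40.4%). The intervals cover counting error only, and 2 cultures allow no test of the difference between replicates. The remaining 246 and 247 cells belong to a cluster with markers of both classes and took no name. The mean share of macrophage-like cells was 41.6% and moved most at a Leiden resolution of 1.0, to 46.0%.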

The cells analyzed by SCoPE2 are at the center of the clusters and are surrounded by more diffused clusters of the cells analyzed by scRNA-seq.

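The mixing of the RNA replicates can be measured among the 15 nearest neighbors of each cell. Of the neighbors of monocyte-like cells, 51.3% came from the same replicate in replicate 1 and 65.8% in replicate 2, where 42.9% and 57.0% are expected from the number of cells. For macrophage-like cells the observed shares were 52.7% and 57.2% and the expected shares 49.1% and 50.9%. The ratio of observed to expected was thus 1.19 and 1.15 for monocyte-like and 1.07 and 1.12 for macrophage-like cells, where complete mixing gives 1. With 50 neighbors its mean over classes and replicates went from 1.14 to 1.10. Each of the 7 clusters held cells of both replicates, from 73 cells of replicate 1 and 39 of replicate 2 in the smallest to 869 and 949 in the largest.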

Color-coding the cells by biological and technical replicate reveals no significant clusters and thus no residual artifacts and batch effects, Fig. 6e. In contrast, color-coding the cells with monocytes and macrophage markers reveals that the clusters correspond to the cell types, Fig. 6f. These results demonstrate that, at least for our model system, the low dimensional projections of single-cell protein and RNA measurements result in similar clusters albeit the clusters based on RNA measurements are more spread out, suggesting more biological and technical variability in the RNA measurements.

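ITGB2 encodes an integrin subunit of leukocytes and ELANE a neutrophil elastase that immature myeloid cells make. Neither served to cluster or name the cells. In GENCODE release 29 on GRCh38, used here only for locations because the paper's text names no genome build, ITGB2 is a protein-coding gene on the minus strand of chromosome 21 from 44885953 to 44931989, and ELANE lies on the plus strand of chromosome 19 from 851014 to 856247. ITGB2 stood at 102 and 95.0 CPM in the monocyte-like and at 915 and 855 CPM in the macrophage-like cells of replicates 1 and 2, a log2 fold change of 3.17 (standard error 0.086, adjusted p = 2.69e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An antisense gene, ITGB2-AS1, overlaps it, and the paper's text does not state whether the counting used the strand, but its level was far lower, with 21.3 and 19.9 CPM in macrophage-like cells. ELANE went the other way, from 720.2 and 726 CPM in monocyte-like to 46.9 and 49.3 CPM in macrophage-like cells, a log2 fold change of −3.91 (standard error 0.082, adjusted p = 3.72e-12 from the same test). For both genes the replicates gave nearly the same fold change, 3.16 and 3.17 for ITGB2 and −3.94 and −3.88 for ELANE. At median depths of 29709 and 27412 UMIs in monocyte-like and 28573 and 25623 UMIs in macrophage-like cells, ELANE had a UMI in 99.8% of the monocyte-like cells of either replicate and in 63.2% and 60.8% of the macrophage-like cells. With each cell thinned to 10000 UMIs, these shares were 98.6% and 98.6% against 34.0% and 33.1%. ITGB2 had a UMI in 99.6% and 99.5% of the macrophage-like and in 92.4% and 90.1% of the monocyte-like cells, and after thinning in 98.3% and 98.7% against 68.4% and 63.9%. Free RNA in the droplets can add to the share in the class that lacks a transcript. From markers such as these, colored over the joint projection, the paper concludes that the clusters correspond to the cell types.

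**Figure D4:**
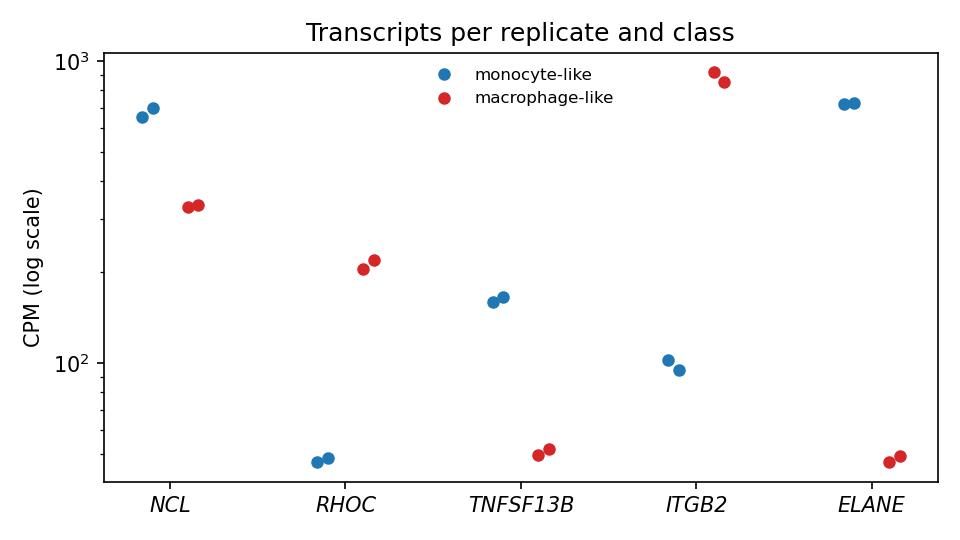
CPM of the transcripts of NCL, RHOC, TNFSF13B, ITGB2 and ELANE in the monocyte-like (blue) and macrophage-like (red) cells of each replicate, on a log axis, with a point per replicate and class. The points of a class lie close together, and in every gene the macrophage-like points lie apart from the monocyte-like points.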

### Transcriptional and post-transcriptional regulation

Next, we sought to explore transcriptional and post-transcriptional regulation based on joint RNA and protein analysis. Indeed, it has been suggested that the variability between single cells can be used to infer gene regulation [46, 47]. For example, transcriptional regulation should be reflected in the correlations between transcription factors (TFs) and the abundance of mRNAs whose transcription they regulate while post-transcriptional regulation can be seen in the joint distributions of RNA and protein abundances of the same gene. For such analysis, we needed to pair cells analyzed by 10× Genomics and by SCoPE2. To pair cells in similar states, we used the observations that proteins and transcripts of many genes covary together as shown in Fig. 6. Thus, we ordered the cells based on the loadings of their common first principal components and paired cells having the same rank as shown in Fig. 7a for NCL. For this gene, the protein and RNA abundances exhibit similar trends as reflected in a correlated joint distribution, Fig. 7a. This pattern is typical for abundant genes from cluster 1 as defined in Fig. 6b. 

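NCL encodes nucleolin and lies on the minus strand of chromosome 2 (GRCh38) from 231453531 to 231483641, a protein-coding gene that also hosts small nucleolar RNAs. For its transcript, the cells were ordered by principal component 1 of the RNA data alone. A kept cell held a mean of 16.4 NCL UMIs in replicate 1 and 15.9 in replicate 2. The Spearman correlation of its level with the order, taken from the macrophage end to the monocyte end, was 0.654 and 0.671. In the 20% of cells at the macrophage end NCL stood at 296 and 279.9 CPM, and in the 20% at the monocyte end at 864 and 906 CPM. Summed by class, it was lower in macrophage-like cells by a log2 fold change of −1.03 (standard error 0.077, adjusted p = 1.36e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with −0.99 and −1.07 in the replicates. The correlation moved most when cells were thinned to 10000 UMIs, to a mean of 0.573.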

Some less abundant genes from cluster 1 also exhibit similar trends though with more discrete variability at the RNA level, as exemplified with RHOC, Fig. 7b. 

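RHOC encodes a small GTPase and lies on the minus strand of chromosome 1 (GRCh38) from 112701106 to 112707434. It was sampled with 3.65 UMIs per cell in replicate 1 and 3.11 in replicate 2, and its Spearman correlation with the order of cells along component 1 was −0.589 and −0.576. Its level went from 247 and 244 CPM at the macrophage end to 49.6 and 46.9 CPM at the monocyte end. Between the classes its log2 fold change was 2.15 (standard error 0.070, adjusted p = 1.32e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 2.12 and 2.18 in the replicates. The discrete variability is seen in the share of cells with a UMI, which was 74.2% and 71.2% of monocyte-like and 94.7% and 94.7% of macrophage-like cells, and 37.9% and 40.0% against 77.8% and 76.9% in cells thinned to 10000 UMIs, at the median depths per class given with the marker transcripts. No class here lacks RHOC, so the share that free RNA alone would give is not known.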

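TNFSF13B encodes the cytokine BAFF and lies on the plus strand of chromosome 13 (GRCh38) from 108251240 to 108308484. Along component 1 of the RNA data, the TNFSF13B transcript had a Spearman correlation of 0.533 in replicate 1 and 0.511 in replicate 2, and rose from 62.9 and 56.8 CPM at the macrophage end to 189 and 184 CPM at the monocyte end. Its log2 fold change between macrophage-like and monocyte-like cells was −1.67 in either replicate and over both (standard error 0.066, adjusted p = 6.81e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).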

Other genes (particularly from cluster 2 as defined in Fig. 6b) show more divergent trends in their RNA and protein profiles as exemplified by TNFSF13B (Fig. 7c) and by the tumor suppressor protein p53 (Fig. 7d). This divergence in the levels of p53 protein and its transcript levels suggests post-transcriptional regulation, consistent with previous research demonstrating that p53 levels are regulated by protein degradation [48].

**Fig. 7:**
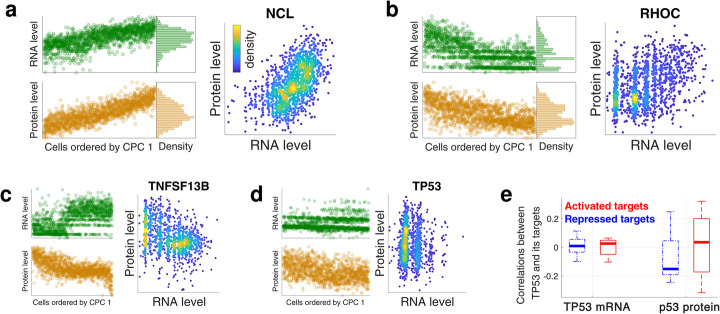
Exploring transcriptional and post-transcriptional regulation in single cells. **a** A total of 1490 cells analyzed by 10× Genomics were ordered based on the loadings of their first common principal component (CPC 1) and the abundance of NCL mRNA displayed. Similarly, 1490 cells analyzed by SCoPE2 were ordered based on CPC 1, and the abundance of NCL protein displayed. Cells having the same rank were paired to display the joint distribution of NCL. **b**–**d** The same analysis as in **a** was performed for RHOC, TNFSF13B, and TP53. **e** Distributions of correlations between p53 protein (or the TP53 RNA) and the RNA levels of its target genes. The target genes are subset into those whose transcription is repressed by p53 (blue dotted boxplots) and those whose transcription is activated by the p53 (red boxplots). The correlations for p53 protein and TP53 mRNA are significantly (*p <* 0*.*001) different

Having paired RNA and protein levels, we next explored the correlations expected from the transcriptional regulatory network. Specifically, we used the manually curated database TRRUST [49] to identify target genes whose transcription is either activated or repressed by TFs. We focused on TFs and their targets that are detected both by 10× Genomics and SCoPE2 and are known to be either activated or repressed by the TFs. We correlated the abundance of these TFs (at either mRNA or protein level) to the abundance of RNAs whose transcription they regulate. For p53 (encoded by TP53), the protein abundance correlates positively to the activated targets and negatively to the repressed targets, Fig. 7e. Other trans factors (including RELA, E2F1, and SIRT1) also correlate to their target genes as expected (negatively to repressed targets and positively to activated targets), but the number of transcripts characterized in the TRRUST database [49] and quantified in our dataset is too small to establish the statistical significance of their trends. In contrast, the correlations between the mRNA coding for p53 differ from the expectation (Fig. 7c), consistent with recent observations [50].

These results suggest that the measured protein abundances may be more informative for TF activity. Indeed, p53 is known to be regulated by proteolysis, which alters its protein levels without changing RNA abundances [48]. All correlations between the TFs and their target RNAs are weak in our dataset, which likely reflects both measurement noise and unaccounted for regulatory mechanisms, such as nuclear localization, post-translational modifications of these TFs, and additional regulators of the transcription and degradation same RNAs.

## Discussion

SCoPE2 substantially advances the capabilities of SCoPE-MS, Table 1; it enables scalable, robust, and affordable quantification of about 1000 proteins per single cell and over 3000 proteins across many cells. This coverage is achieved with 90 min of analysis time per SCoPE2 set (about 6 min/cell), which allowed us to analyze over a thousand of cells on a single instrument in about 10 days. SCoPE2 succeeded in delivering and quantifying hundreds of ion copies from most detected proteins. This observation strongly supports the feasibility of single-cell LC-MS/MS protein quantification without amplification. Indeed, the protein fold changes estimated from the SCoPE2 data agree well with the corresponding estimates from conventional bulk methods, Fig. 1c and Fig. 4c.

**Table 1:** SCoPE2 improves quantitative accuracy, depth of proteome coverage, ease of sample preparation, and cost-effectiveness 2–10-fold over SCoPE-MS. Quantitative accuracy is evaluated by comparing relative protein ratios from in silico averaged single cells to bulk data, shown in Fig. 4c. The number of single-cell measurements per hour was estimated considering both filtering levels described in the “Methods” section. The cost of SCoPE-MS does not include the cost of sonication instrumentation. The throughput estimates for SCoPE2 are based on TMT 16-plex

Benchmark	SCoPE-MS	SCoPE2	Relevant figure
Correlation to benchmark fold changes	0.2	0.89	4c
Purity of ions isolated for quantification	79%	97%	3d
**Single-cell protein measurements/h**			
- “1% FDR” filtering	610	5213	3f
- “Stringent” filtering	N/A	3417	3f
**Sample preparation**			
- Time, h/cell	*<* 1	*<* 0*.*03	3a
- Cost, USD/cell	*<* 10	*<* 1	1a
**LC-MS/MS**			
- Time, h/cell	0.50	0.12	3a
- Cost, USD/cell^†^	48–96	10–20	1a

^†^LC-MS/MS cost assumes MS facility fee of $100–200 per hour

The key aims of SCoPE2 are to increase throughput while reducing cost and analysis time. These aims motivated many of our choices, including the use of commercial multiwell plates (as opposed to specialized tubes as we did previously [13]), the use of 16-plex multiplexing, and the shortening of nLC gradients to 1 h. These efforts allowed SCoPE2 to reduce the cost and time for sample preparation by over 10-fold, Table 1. It also reduced the LC-MS/MS time, and thus its cost. The cost estimates in Table 1 are based on MS facility fees and can be lower for in-house LC-MS/MS analysis. The data in Fig. 7a and indicate that U-937-derived macrophages are more heterogeneous than their precursor monocytes. Upon exposure to identical environmental conditions, single macrophage cells exhibited coordinated protein level changes, Fig. 5b. In the absence of further treatment with polarizing cytokines or lipopolysaccharide to specifically induce macrophage polarization [51], the differentiated macrophage population existed in a continuum, showing reciprocal loss or gain of proteins previously identified as enriched in M1 or M2 macrophages [38], Fig. 5b. This observation suggests that polarization might be a propensity inherent to macrophages.

The reliability of data from SCoPE2 opens the potential not only to identify and classify cell sub-populations, but to go beyond such descriptive analysis: accurate protein quantification across thousands of single cells may provide sufficient data for studying transcriptional and post-transcriptional regulation in single cells and for inferring direct causal mechanisms in biological systems [6, 8, 52] as suggested by the results in Fig. 7. This is an exciting frontier for future analysis that will demand further improvements both in the data quality and in the analysis algorithms. The analysis must incorporate estimates of measurement reliability so that experimental errors are not misinterpreted as post-transcriptional regulation [31, 52].

To have such an impact, SCoPE2 analysis must be robust and accessible. A step in this direction is replacing the expensive and time-consuming lysis used by SCoPE-MS [13] with mPOP [24], Fig. 1a. Another step is the implementation of DO-MS, which makes it easier to execute and adapt SCoPE2 to different samples and LC-MS systems [25]. A further step is the analysis identifying successful cells shown in Fig. 3b. These steps bring us closer to the transformative opportunities of single-cell proteomics [6, 8].

## Conclusion

SCoPE2 increases the accessibility, throughput, and accuracy of single-cell protein analysis by mass spectrometry. These improvements allowed us to describe heterogeneity emerging during the differentiation of myeloid cells and to explore regulatory interactions. The described methodology is general and can be broadly applied to help advance descriptive single-cell studies towards quantitative exploration of molecular mechanisms.

## Methods

### Cell culture

Human embyronic kidney cells (HEK-293 cells) were grown as adherent cultures in DMEM with high glucose (Sigma-Aldrich D5796), supplemented with 10% fetal bovine serum (FBS, Millipore Sigma F4135) and 1% penicillin-streptomycin (pen/strep, Thermo Fisher 15140122). U-937 (monocytes) cells were grown as suspension cultures in RPMI medium (HyClone 16777-145) supplemented with 10% fetal bovine serum (FBS, Millipore Sigma F4135) and 1% penicillin-streptomycin (pen/strep, Thermo Fisher 15140122). Cells were passaged when a density of 10^6^ cells/ml was reached, approximately every 2 days. Monocytes were differentiated to macrophage-like cells by first adding phorbol 12-myristate 13-acetate (PMA) to the culture medium at a final concentration of 5 nM for 24 h. Then, these newly adherent cells were washed with fresh PMA-free medium and allowed to recover in PMA-free medium for an additional 48 h before harvest. Mock-treated U-937 cells were passaged with fresh PMA-free media at 24 h and harvested along with the treated cells at 72 h. The cell lines were purchased and authenticated by ATCC.

### Harvesting cells

U-937 cells that underwent PMA-induced differentiation were washed twice with ice-cold phosphate-buffered saline (1× PBS) and dissociated by scraping. Cell suspensions of undifferentiated U-937 cells were pelleted and washed quickly with cold PBS at 4 °C media and were removed from adherent cultures of HEK-293 cells via pipetting, and the cells were subsequently incubated with 4 °C 0.05% trypsin-EDTA (Gibco, Thermo Fisher 25300054) at 37 °C for 3 min. Cold 1× PBS was added to the dissociated HEK-293 cells, which were then pelleted via centrifugation, washed with 1× PBS, and pelleted again. The washed pellets of HEK-293 and U-937 cells were diluted in 1× PBS at 4 *°*C. The cell density of each sample was estimated by counting at least 150 cells on a hemocytometer. When preparing cells for SCoPE2 sets, the pellets were split into two tubes: one was diluted in 1× PBS and used for cell sorting, and the other was diluted in pure water (Optima LC/MS Grade, Fisher Scientific W6500) and used for carrier and reference channel preparation in bulk.

### Sample randomization and sorting

SCoPE2 sets were designed such that, on average, there would be 5 single macrophages, 2 single monocytes, and 1 control well per set. Control wells in this context are defined as wells that experience all sample preparation steps, except that no single cell is present in the well. SCoPE2 sets were randomized over a 384-well plate such that there would be either a maximum of 32 SCoPE2 sets (when using TMTPro 16plex) or 48 SCoPE2 sets (when using TMT 11plex) produced per plate. Single U-937 monocyte and macrophage cells were isolated and distributed into 1 μl of pure water with MassPREP peptide mixture (25 fmol/μl final concentration, Waters 186002337) in 384-well PCR plates (Thermo Fisher AB1384) using a BD FACSAria I cell sorter. In 62 of the experimental sets, the carrier channels were sorted individually, such that 100 cells of macrophage type and 100 cells of monocyte type were sorted together into a single well, serving as the carrier channel for a single SCoPE2 set. The reference channel was prepared separately by harvesting 10,000 cells of each type into a 500-μl Eppendorf tube, which was then used in all sets across multiple plates.

### Carrier and reference channel preparation in bulk

Except for the 62 experimental sets referenced above, the carrier channel was prepared in bulk and aliquoted into carriers corresponding to 200 cells each. A single-cell suspension of about 22,000 cells was transferred to a 200-μl PCR tube (USA Scientific 1402-3900) and then processed via the SCoPE2 sample preparation as described below. This cell lysate was used to generate both the carrier and reference channels.

### SCoPE2 sample preparation

Cells were lysed by freezing at − 80 *°*C for at least 5 min and heating to 90 °C for 10 min. Then, samples were centrifuged briefly to collect liquid; trypsin (Promega Trypsin Gold, Mass Spectrometry Grade, PRV5280) and triethylammonium bicarbonate buffer (TEAB, Millipore Sigma T7408-100ML) were added at final concentrations of 10 ng/μl and 100 mM, respectively. The samples were digested for 3 h in a thermal cycler at 37 *°*C (BioRad T1000). Samples were cooled to room temperature before TMT labeling (TMT11 plex kit & TMT- Pro 16plex, Thermo Fisher, Germany). Single cells and carrier cells sorted into the plate were labeled with 1 μl of 22 mM TMT label for 1 h at room temperature. For those samples in which the carrier and reference were both prepared in bulk, half of the cells were labeled with 85 mM TMT 126C (representing the carrier channel) and half were labeled with 85 mM TMT 127N (representing the reference channel). The unreacted TMT label in each sample was quenched with 0*.*5 μl of 0.5% hydroxylamine (Millipore Sigma 467804-10ML) for 45 min at room temperature. Samples were centrifuged briefly following all reagent additions to collect liquid. The samples corresponding to either one TMT11plex or one TMTPro set were then mixed in a single glass HPLC insert (Thermo Fisher C4010-630) and dried down to dryness in a speed-vacuum (Eppendorf, Germany) and either frozen at − 80 °C for later analysis or immediately reconstituted in 1*.*2 μl of 0*.*1% formic acid (Thermo Fisher 85178) for mass spectrometry analysis.

### 1xM standard preparation

HEK-293 and U-937 cells were harvested and counted as described above. A total of 40,000 cells of each type were resuspended in 20 μl of HPLC-grade water (Fisher Scientific W6500), frozen at − 80 °C for 30 min, and heated to 90 °C for 10 min in a thermal cycler, before being brought to room temperature; 1 μl of benzonase (Millepore Sigma E1014-5KU), diluted to 5 units/μl, was added to each sample. The samples were then placed in a sonicating bath for 10 min. After sonication, 4 μl of a master mix containing 2.5 μl of 1 M triethylammonium bicarbonate (TEAB, Millipore Sigma T7408-100ML), 1.3 μl of 200 ng/μl trypsin (Promega Trypsin Gold, Mass Spectrometry Grade, PRV5280), and 0.2 μl of HPLC-grade water were added to each sample, and the samples were placed in a preheated 37 °C thermal cycler (BioRad T100) to digest for 3 h. 3.13 μl of each cell type was aliquoted into 4 PCR tubes, and each of the eight samples was then labeled following the rubric shown in Fig. 1b with 1.6 μl of 85 mM TMT11plex tags for 1 h at room temperature. The unreacted TMT labels in each sample were then quenched with 0.7 μl of 1% hydroxylamine solution (Millipore Sigma 467804-10ML) for 30 min at room temperature. Both labeled carrier samples were combined in a single glass HPLC insert (Thermo Fisher C4010-630), and the non-carrier samples were each brought up to 50 μl total volume, of which 1 μl of each was added to the HPLC insert. The combined samples in the HPLC insert were then dried down to dryness in a speed vacuum (Eppendorf, Germany) prior to storage at − 80. Before analysis by LC-MS/MS, the sample was reconstituted in 100 μl of 0.1% formic acid (Thermo Fisher 85178), such that a 1-μl injection containing material equivalent to 50 cells in the two carrier channels and 1 cell in each of the six additional channels was analyzed by LC-MS/MS.

### Ladder experiments preparation

U-937 cells were counted as described above, digested as described above, and serially diluted into 2000, 10, 20, 30, 40, 50, and 60-cell equivalents which were each labeled with TMT11plex tags in two randomized designs with three replicates for each design, for a total of six replicates. These samples were diluted 10× so material corresponding to 200; 1, 2, 3, 4, 5, and 6-cell equivalents were injected and analyzed by LC-MS/MS.

### SCoPE2 mass spectrometry analysis

SCoPE2 samples were separated via online nLC on a Dionex UltiMate 3000 UHPLC; 1 μl out of 1.2 μl of the sample was loaded onto a 25 cm × 75 1 μm IonOpticks Aurora Series UHPLC column (AUR2-25075C18A). Buffer A was 0.1% formic acid in water and buffer B was 0.1% formic acid in 80% acetonitrile / 20% water. A constant flow rate of 200 nl/min was used throughout sample loading and separation. Samples were loaded onto the column for 20 min at 1% B buffer, then ramped to 5% B buffer over 2 min. The active gradient then ramped from 5% B buffer to 25% B buffer over 53 min. The gradient then ramped to 95% B buffer over 2 min and stayed at that level for 3 min. The gradient then dropped to 1% B buffer over 0.1 min and stayed at that level for 4.9 min. Loading and separating each sample took 95 min total. All samples were analyzed by a Thermo Scientific Q-Exactive mass spectrometer from minutes 20 to 95 of the LC loading and separation process. Electrospray voltage was set to 2200 V and applied at the end of the analytical column. To reduce atmospheric background ions and enhance the peptide signal-to-noise ratio, an Active Background Ion Reduction Device (ABIRD, by ESI Source Solutions, LLC, Woburn MA, USA) was used at the nanospray interface. The temperature of the ion transfer tube was 250 °C, and the S-lens RF level was set to 80. After a precursor scan from 450 to 1600 m/z at 70,000 resolving power, the top 7 most intense precursor ions with charges 2 to 4 and above the AGC min threshold of 20,000 were isolated for MS2 analysis via a 0.7 Th isolation window with a 0.3 Th offset. These ions were accumulated for at most 300 ms before being fragmented via HCD at a normalized collision energy of 33 eV (normalized to m/z 500, *z* = 1). The fragments were analyzed at 70,000 resolving power. Dynamic exclusion was used with a duration of 30 s with a mass tolerance of 10 ppm.

### Analysis of raw MS data

Raw data were searched by MaxQuant [33, 53] 1.6.2.3 against a protein sequence database including all entries from the human SwissProt database (downloaded July 30, 2018; 20,373 entries) and known contaminants such as human keratins and common lab contaminants (default MaxQuant contaminant list). MaxQuant searches were performed using the standard workflow [54]. We specified trypsin/P digestion and allowed for up to two missed cleavages for peptides having from 7 to 25 amino acids. Tandem mass tags (TMT 11plex or TMTPro 16plex) were specified as fixed modifications. Methionine oxidation (+ 15.99492 Da), asparagine deamidation (+ 0.9840155848 Da), and protein N-terminal acetylation (+ 42.01056 Da) were set as variable modifications. As alkylation was not performed, carbamidomethylation was disabled as a fixed modification. Second peptide identification was disabled. Calculate peak properties was enabled. All peptide-spectrum-matches (PSMs) and peptides found by MaxQuant were exported in the evidence.txt files. The evidence file in each massIVE repository contains the output for all RAW files in the corresponding repository. False discovery rate (FDR) calculations were performed in the R programming language environment using the best-peptide approach described in Savitski et al. [55].

### DART-ID search

Seventy-six replicate injections of the 1xM standards, 179 SCoPE2 sets, and 69 additional runs described in the MassIVE submission metadata were analyzed together by DART-ID [26]. A configuration file for the search is included in Supplementary information.

### Peptide and protein filtering

The subsequent data analysis was performed in the R (v3.5.2) programming language environment, and the code used is available at github.com/SlavovLab/SCoPE2/code.

MaxQuant was set to output PSMs at all confidence levels (PEP; posterior error probabilities) so that retention time information can be used to better discriminate between correct and incorrect PSMs [26]. The DART-ID algorithm uses all PSMs of a peptide to estimate its RT and then uses this RT estimate within a rigorous Bayesian framework to upgrade or downgrade the confidence of all PSMs. These updated confidence estimated DART-ID PEPs are then used to filter peptides and proteins to 1% FDR: the MaxQuant evidence.txt (with identification confidence updated by DART-ID) was filtered as described in Table 2. We started by removing SCoPE2 sets with less than 500 PSMs at any level of confidence. These 6 sets reflect incomplete injections or failed sample preparation. Next, peptides and proteins were filtered to 1% FDR across the whole data set, resulting in 6138 unique proteins supported by 25,015 unique peptides. The protein-level FDR was computed using the best-peptide approach described by Savitski et al. [55]. We further removed PSMs matched to reverse sequences and contaminants as defined by MaxQuant’s default contaminants list. This level of filtering was employed to produce the “FDR = 1%” distributions in Fig. 3f.

**Table 2:** A summary of the filtration steps applied to the SCoPE2 data and the number of experiments, single cells, unique peptides, and unique proteins remaining in the dataset after each filtering step

	Runs	Single cells	Proteins	Peptides
Number of runs	179			
Remove runs with less than 500 PSMs	173			
Filter to peptide and protein FDR *<* 1%	173	1660	6138	25,015
Remove reverse and contaminant hits	173	1660	6083	24,743
**“FDR = 1%” filtering (**Fig. 3f**)**	**173**	**1660**	**6083**	**24,743**
Remove peptide with MS2 purity (PIF) below 0*.*8	173	1660	5271	16,173
Remove peptides with abnormally high intensity	173	1660	4788	14,084
Remove cells with median CV below 0*.*365	172	1490	4735	13,809
Remove proteins quantified in less than 15 cells	172	1490	3042	8304
**“Stringent” filtering (**Fig. 3f**)**	**172**	**1490**	**3042**	**8304**

To obtain a set of well-quantified protein across enough single cells to support quantitative analysis, we applied more stringent filters to the SCoPE2 data: peptides with precursor intensity fraction (PIF) below 80% were removed as well as peptides for which the mean reporter ion intensity across the single cells exceeded 10% of the values for the carrier channel. Furthermore, we removed from further analysis proteins quantified in fewer than 15 single cells, arriving at the final dataset used for quantitative analysis and displayed in Fig. 3f as “Stringent” filtering.

### Single-cell filtering

SCoPE2 single cells with suboptimal quantification were removed prior to data normalization and analysis based on objective criteria: The internal consistency of protein quantification for each single cell was evaluated by calculating the coefficient of variation (CV) for proteins (leading razor proteins) identified with *>* 5 peptides for that cell. The coefficient of variation is defined as the standard deviation divided by the mean. The CVs were computed for the relative reporter ion intensities, i.e., the RI reporter ion intensities of each peptide were divided by their mean resulting in a vector of fold changes relative to the mean. Control wells were used to determine a reasonable cutoff value for the median CV per cell below which we could have higher confidence that that channel truly contained cellular material and not just signal from noise or contamination. Control wells with low CV (9 wells) were removed from further analysis. Finally, proteins quantified in less than 15 single cells were removed, Table 2.

### Data transformations

After filtering, the peptide-level reporter ion intensities for the remaining single cells were arranged into a matrix of peptides x single cells (rows x columns). All single-cell reporter ion intensities were normalized by the reference channel intensities in their respective sets. The columns then the rows were normalized by dividing by their median and mean values, respectively (computed ignoring missing values). Peptides quantified in at least 15 cells were kept, with the average peptide being quantified in 286 single cells after this filtering. The values in the matrix were *log*_2_ transformed, then the protein-level quantification was calculated by mapping each peptide to its respective (leading razor) protein and taking the median value if there was more than 1 peptide mapped to that protein. The resulting matrix has dimensions of proteins x single cells (rows x columns). The data was again normalized by subtracting the column then the row medians (*log*_2_ scale). The average protein was quantified in 305 single cells.

### Imputing missing values

Missing values in the protein x single cell matrix were imputed by k-nearest neighbor imputation (*k* = 3) using Euclidean distance as a similarity measure between the cells.

### Weighted principal component analysis

From the protein x single cell matrix, all pairwise protein correlations (Pearson) were computed. Thus, for each protein, there was a computed vector of correlations with a length the same as the number of rows in the matrix (number of proteins). The dot product of this vector with itself was used to weight each protein prior to principal component analysis. The principal component analysis was performed on the correlation matrix of the weighted data.

### Single-cell RNA-seq data

A cellular mixture identical to that used for the single-cell proteomics was assessed with scRNA-seq using 10× Genomics Chromium platform and the Single Cell 3′ Library & Gel Bead Kit (v2). Two biological replicates of the cell suspension (stock concentration: 1200 cells/μl) were loaded into independent lanes of the device. 

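The deposited matrices hold 10137 barcodes per lane on average, and the barcode with the fewest UMIs has 500 in either lane, so barcodes with fewer UMIs are not in these matrices.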

An average number of about 10,000 cells/lane were recovered. Following the library preparation and sample QC by Agilent BioAnalyzer High Sensitivity chip, the two libraries were pooled together, quantified by KAPA Library Quantification kit and sequenced using the Illumina Novaseq 6000 system (Nova S1 100 flow cell) with the following run parameters: Read1: 26 cycles, i7 index: 8 cycles, Read2: 93 cycles. Demultiplexing and count matrix estimation was carried out using the CellRanger software. Upon QC and manual inspection, the cells containing less than 10^4^ UMI barcodes were determined to be amplifying empty or background droplets and discarded. 

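A minimum of 5000 UMIs kept a mean of 4608.5 barcodes per replicate. The composition of the barcodes below the minimum was compared with that of the kept cells through 67 genes high in monocyte-like and 119 genes high in macrophage-like cells. Of the UMIs on these genes, monocyte-high genes took 4.16% in the left peak of replicate 1 and 4.23% in that of replicate 2, against 7.03% and 8.61% in all kept cells.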

Joint alignment of proteome and scRNA-seq data was performed using the Conos package [41], using CCA space. The scRNA-seq datasets were pre-processed using the pagoda2 package to normalize for cell size and gene variance distributions. To ensure a balanced comparison, from each scRNA-seq replicate, we sampled the number of cells equivalent to the number of cells measured in the single-cell proteome replicates. To ensure that the sampled cells were representative, they were sampled around the mode of the scRNA-seq cell-size distribution. 

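The mode of UMIs per kept cell was at 33497 in replicate 1 and 26607 in replicate 2. A sample of the cells nearest to the mode, the same number from either replicate and 1490 in all, was drawn here as an alternative to all kept cells. In this sample the Spearman correlations of NCL, RHOC and TNFSF13B with component 1 were larger in size than over all kept cells, at means of 0.705, −0.615 and 0.599.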

The proteome datasets were also pre-processed using pagoda2; however, no variance normalization was performed—the RI values were used directly for downstream alignment. Conos alignment of scRNA-seq and proteome datasets was performed using a neighborhood size of *k* = 15 using joint PCA space. The resulting alignment graph was visualized using a largeVis embedding (Additional file 1: Fig. S4).

### Converting signal-to-noise to ion counts

Signal-to-noise (S/N) was extracted from the raw files by matching the MS2 scan number of each identified peptide with the corresponding S/N ratios recorded in the raw files. The scripts for performing this are available at github.com/SlavovLab and were developed based on scripts by Sonnett et al. [56] available at scholar.princeton.edu/wuehr/tmtc. Ion counts were calculated by multiplying the S/N by an estimate for the number of ions that induces a unit change in S/N for our instrument. This factor was estimated as 3*.*5 for an orbitrap at a resolving power of 240,000. This factor scales with the square root of the ratio of the resolving power, thus for our instrument run at 70,000 resolving power, the number of ions that induces a unit change in S/N is 3*.*5 *× sqrt*(240,000*/*70*,*000) = 6*.*5 [42, 43].

### Spectral clustering of cells

Spectral clustering was performed by first computing a matrix of positive pairwise weights, **W** between all cells. We defined the weight between two cells to be their Pearson correlation plus 1 so that all weights were positive. Then the Laplacian matrix is **L** = **D** *−* **W**, where **D** is a diagonal matrix whose diagonal elements contain the sum of elements in the corresponding rows of **W**, i.e., *D*_*i,i*_ = sum_*j*_*W*_*i,j*_. Then trivially, the smallest eigenvalue of **L** is 0, and its corresponding eigenvector is the constant vector, e.g., the vector of ones. The second smallest eigenvalue corresponds to the Fiedler vector, the non-constant vector **v** that minimizes Eq. 1.

1 $$ {\mathbf{v}}^T\mathbf{L}\mathrm{v}=\frac{1}{2}\sum \limits_{i,j}{w}_{ij}{\left({v}_i-{v}_j\right)}^2,\mathrm{so}\ \mathrm{that}\ {\mathbf{v}}^T\mathbf{v}=1 $$

Thus, computing this Fiedler eigenvector corresponds to global convex optimization that assigns similar **v** elements to cells connected by high weights [36]. The Fiedler vector was used for sorting cells in Fig. 5.

### Common principal component analysis

To jointly analyze the protein and RNA data, we performed common principal component analysis (CPCA) in the space of genes from cluster 1 using the Krzanowski method [44]. Specifically, we computed the correlation matrices of RNA correlations **R**_*r*_ and protein correlations **R**_*p*_ for all genes from cluster 1 and determined the eigenvector with the largest eigenvalue of the matrix **R**_*r*_ + **R**_*p*_. This common principal component 1 (CPC 1) was used to order the genes in Fig. 6c. The single cells in all panels of Fig. 6 and Fig. 7 were ordered by the corresponding right principal components computed by multiplying each dataset with CPC 1. We performed a similar analysis ordering the cells and genes by the first principal component (or by the Fielder vector) of each dataset computed independently and observed qualitatively identical results. Similarly, CPCA performed in the space of all genes resulted in a very similar ordering of the cells and the genes. We displayed the ordering based on the CPCA performed in the space of the genes from cluster 1 because the RNA and protein data for these genes satisfy the key assumption of CPCA, namely their first principal components in the space of genes are strongly correlated. This approach is also conceptually simple (orders cells based on the majority of genes whose RNA and protein levels exhibit qualitatively similar trends) and is likely to generalize to other datasets.

### Gene set enrichment analysis

Gene set enrichment analysis was performed by comparing the distributions of abundances of proteins/RNAs from a functional group to that of all proteins/RNAs and computing a probability that these distributions are samples from the same master distribution [45, 57]. The effect size is summarized as the mean abundance of all proteins/RNAs from a functional group.

### Determining genes enriched in monocytes and macrophage-like cells from bulk proteomic data

For each protein profiled by bulk proteomic methods, a two-sided *t* test was performed comparing the relative protein level between the two cell types (20 replicates per cell type). Fold change between the two cell types was calculated by taking the difference in means, and the top 60 most differential proteins (30 “upregulated” in monocytes, 30 “upregulated” in macrophage-like cells) with a *p* value less than 0.01 from the *t* test were taken. This list of proteins constitutes the “monocyte genes” and the “macrophage genes” displayed in Fig. 4b. Genes up and downregulated in M1 and M2 macrophage subtype were determined from MSigDB gene sets M13671 and M14515 [58].

### Evaluating single-cell quantification

While developing SCoPE2, we observed that many experimental failures manifest non-specifically with RI ratios between the carrier and the single-cell peptides that deviate from the expected ones, i.e., “compressed RI ratios.” In particular, failures to sort the single cells or to extract and digest their proteins result in lower than expected RI intensities in the single-cell samples. Conversely, contamination of the single-cell samples or cross labeling peptides from the carrier with TMT labels for single cells can result in unusually high RI signal for single cells (i.e., “compressed RI ratios”). Thus, large deviations from the expected relative RI intensities of single cells may indicate a variety of potential problems in sample preparation. We chose as a QC metric the consistency of relative protein quantification from different peptides as quantified by the coefficient of variation (CV). Crucially, the CV is computed from the fold changes between single cells relative to the mean across all samples. Thus, the CVs reflect the consistency of relative quantification which is relevant to our ability to discern biologically meaningful protein variation. CV computed from the non-normalized RI intensities (absolute scale RI intensities) are less useful for this analysis since they can be low even for very noisy data; they conflate different sources of variance and are dominated by the huge difference in the abundance of different proteins that is consistent across different human tissues [31].

## Supplementary Information

**Additional file 1.** contains **Fig. S1-S10**. Pdf file with all supplementary figures (Fig. S1-S10) with corresponding figure legends.

**Additional file 2.** Review history.

## Data Availability

The raw MS data and the search results were deposited in MassIVE (ID: MSV000083945 [34] and MSV000084660) [35]. Reanalysis of the raw data is available in MassIVE (ID: RMSV000000326). The raw and processed 10× Genomics data were deposited in NCBI GEO GSE142392 [39] The data are also available via a dedicated website: scope2.slavovlab.net All code can be found at the SCoPE2 GitHub repository [59] and its Zendo repository [60]. This code was used to develop the scp Bioconductor package [61], which can also be used to analyze the data and to apply the analysis to other datasets. **• Facilitating LC-MS/MS evaluation:** To facilitate the evaluation of our RAW LC-MS/MS data, we include detailed distribution plots generated by DO-MS [25]. These plots allow quick assessment of the nLC, ions detected at MS1 and MS2 level, apex offsets, identification rates, and other important LC-MS/MS features. **• Facilitating data reuse:** To facilitate reanalysis of our single-cell protein and RNA data, we also made them available in easily reusable text formats from scope2.slavovlab.net. For the MS data, we prepared 3 files in comma-separated values (csv) format as follows: 1. Peptides-raw.csv – peptides *×* single cells at 1% FDR. The first 2 columns list the corresponding protein identifiers and peptide sequences and each subsequent column corresponds to a single cell. Peptide identification is based on spectra analyzed by MaxQuant [33] and is enhanced by using DART-ID [26] by incorporating retention time information. 2. Proteins-processed.csv – proteins *×* single cells at 1% FDR, imputed, and batch corrected. 3. Cells.csv – annotation *×* single cells. Each column corresponds to a single cell and the rows include relevant metadata, such as cell type if known, measurements from the isolation of the cell, and derivative quantities, i.e., rRI, CVs, and reliability. Supplemental website can be found at scope2.slavovlab.net

# Supplementary material for: Single-cell proteomic and transcriptomic analysis of macrophage heterogeneity using SCoPE2
**Source:** Genome Biol. 2021 Jan 27;22:50. doi: 10.1186/s13059-021-02267-5
**Supplement:** Supplementary file 1 — Additional file 1. contains Fig. S1-S10. Pdf file with all supplementary figures (Fig. S1-S10) with corresponding figure legends.

# **Additional file 1: Supplementary figures**

## **Single-cell proteomic and transcriptomic analysis of macrophage heterogeneity using SCoPE2**

Harrison Specht,<sup>1</sup> Edward Emmott,<sup>1,2</sup> Aleksandra A. Petelski,<sup>1</sup> R. Gray Huffman,<sup>1</sup> David H. Perlman,<sup>1,3</sup> Marco Serra,<sup>4</sup> Peter Kharchenko,<sup>4</sup> Antonius Koller,<sup>1</sup> Nikolai Slavov<sup>1,✉</sup>

€ Data, code & protocols: [scope2.slavovlab.net](https://scope2.slavovlab.net)

### U-937 cells

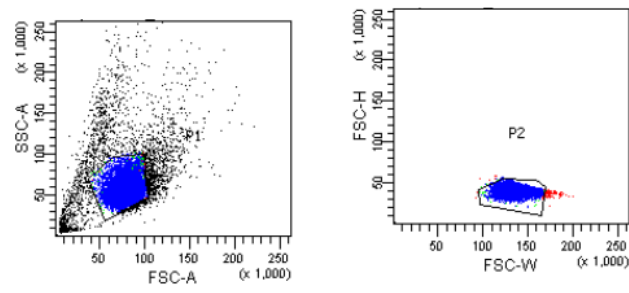

### Macrophage-like cells

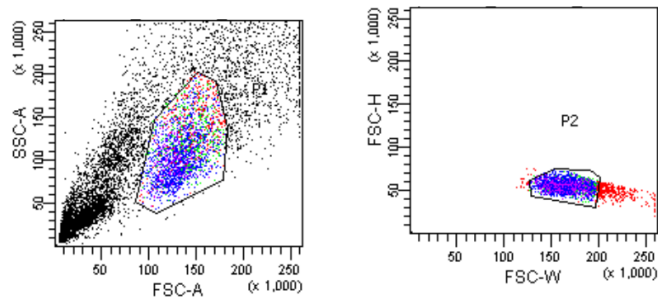

**Fig. S1. FACS gating for sorting single monocyte and macrophage-like cells.**

Representative FACS gateings are shown for the selection of live monocyte and macrophage-like cells, separating them from debris, dead cells, or granules. Secondary gating was used to decrease the probability of sorting doublets.

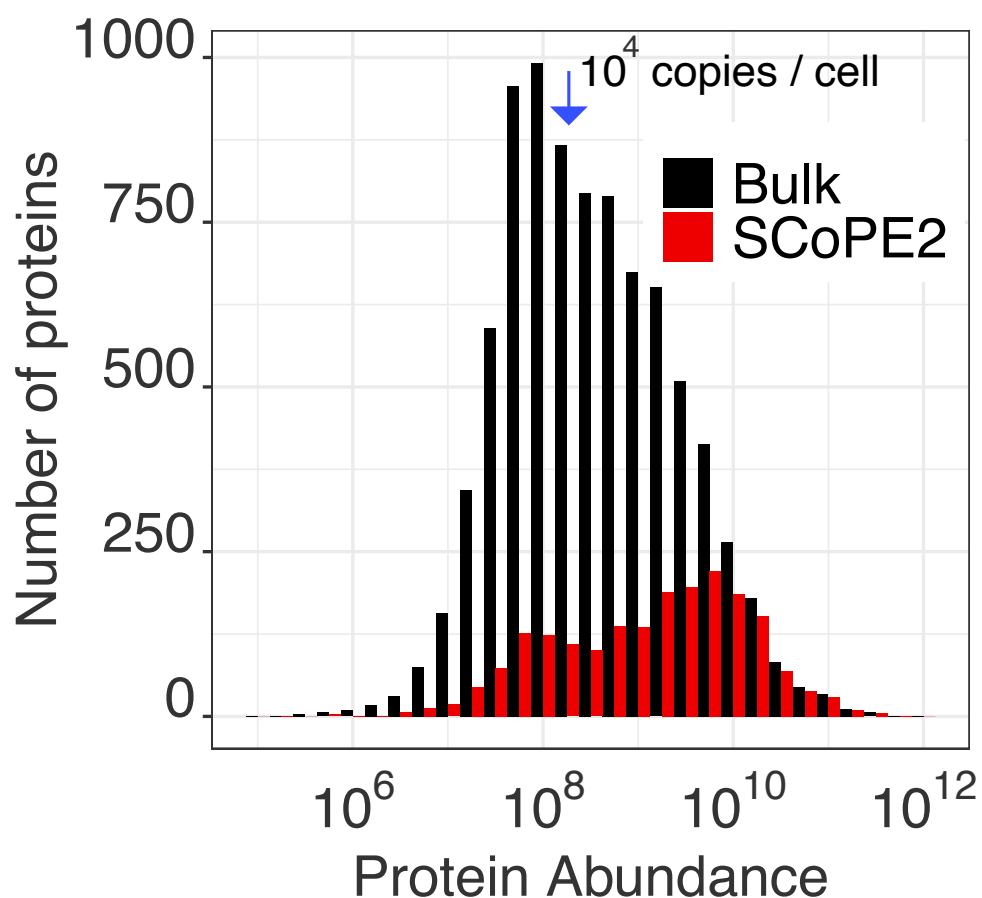

**Fig. S2. Protein abundance estimates for proteins quantified by SCoPE2**

Rieckmann et al. [10] analyzed a bulk sample of classical monocytes and estimated (as LFQ intensity) the abundance of about 9,500 proteins, displayed as a black distribution. The subset of these proteins that were also quantified in single cells from SCoPE2 sets are displayed as a red distribution. The median LFQ intensity is indicated with a blue arrow. Based on the protein estimate method suggested by Milo [11], the median protein copy number is roughly 10,000-20,00 protein copies per cell.

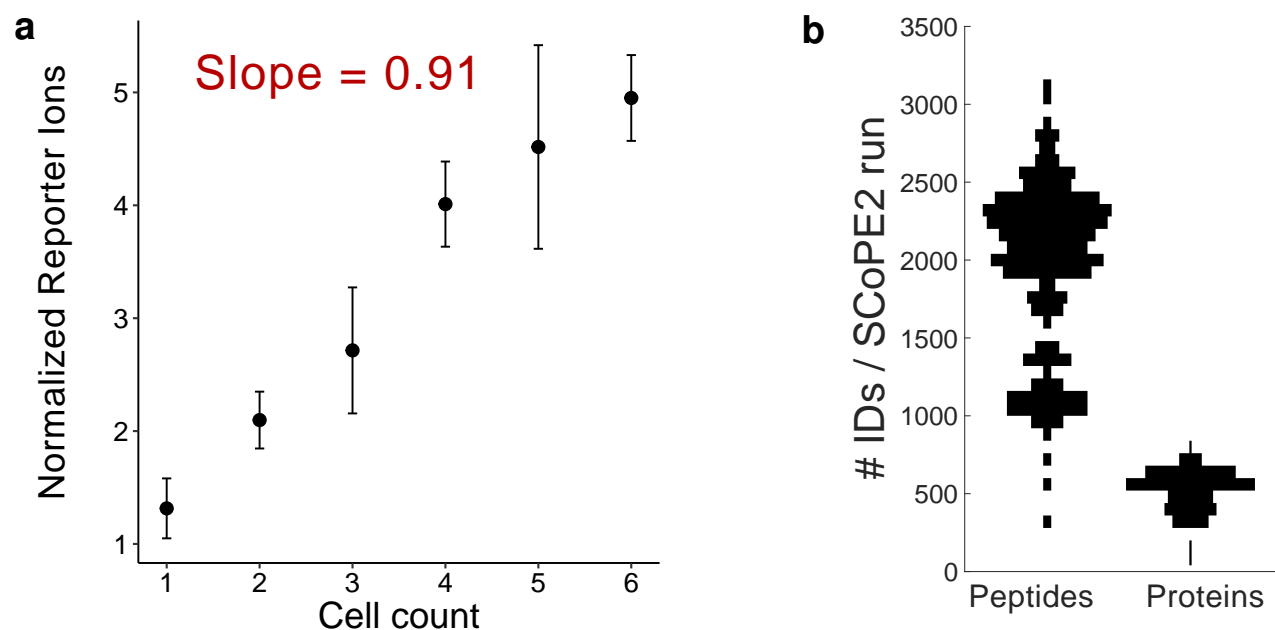

**Fig. S3. Scaling of MS signal with protein input and peptide identification based on MS spectra.**

(a) A ladder of 1 to 6 single cell equivalents. The average signal measured per SCoPE2 channel scales linearly with its input. We performed 6 experiments and varied (randomized) the TMT labels used for different input amounts. The error bars denote standard deviations between replicates. (b) Number of peptides and proteins identified by MaxQuant per SCoPE2 set at 1% FDR. These identifications are based only on the MS spectra and do not incorporate retention time information.

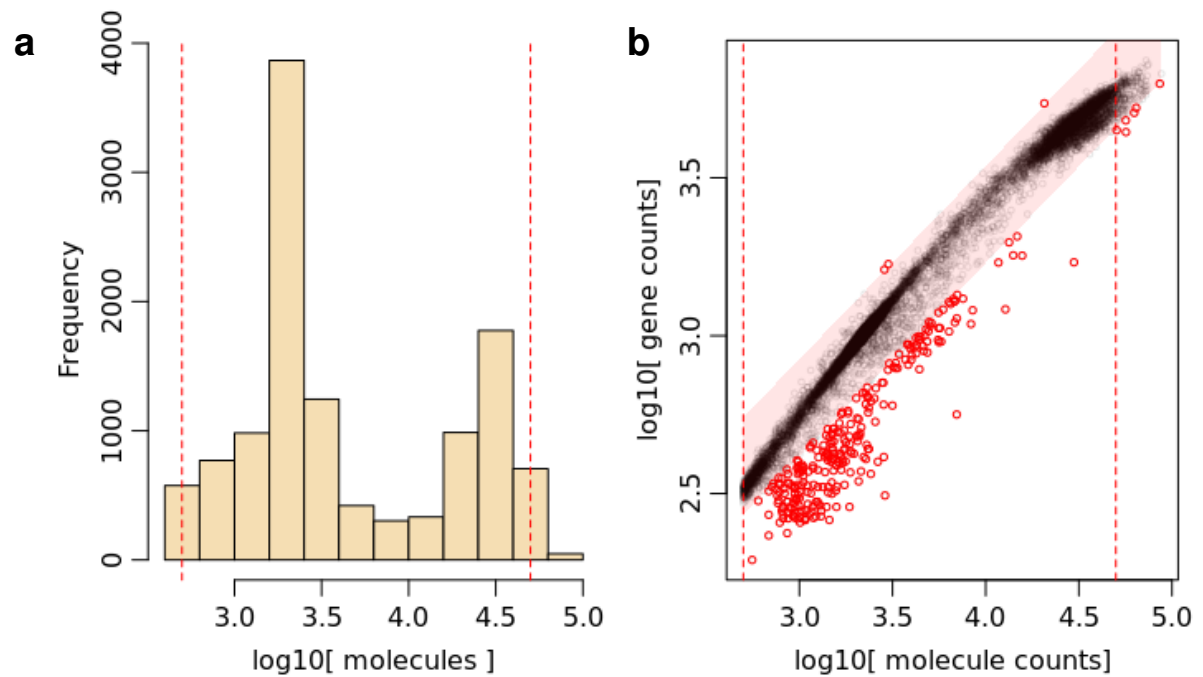

**Fig. S4. Quality control plot for single-cell RNAseq data from the 10x Chromium platform.**

(a) A distribution of number of unique molecular barcodes per cell. 

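In intervals of 0.2 on the log10 scale, the barcodes below the minimum were most frequent between 1585 and 2512 UMIs in replicate 1, with 3866 barcodes, and between 631 and 1000 UMIs in replicate 2, with 1109 barcodes. The next lower interval of replicate 2 held 666 barcodes, but the matrices start at 500 UMIs, so it is only partly filled. The left peak of replicate 2 may therefore follow from this cut. Above the minimum, the most frequent interval was 25119 to 39811 UMIs in both, with 1776 and 2022 barcodes.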

The left mode likely corresponds to empty droplets while the right mode corresponds to the single cells. All cells used for our analysis were sampled from the peak of the second mode. (b) A scatter plot of number of genes detected per cell versus the number of unique molecular barcodes per cell.

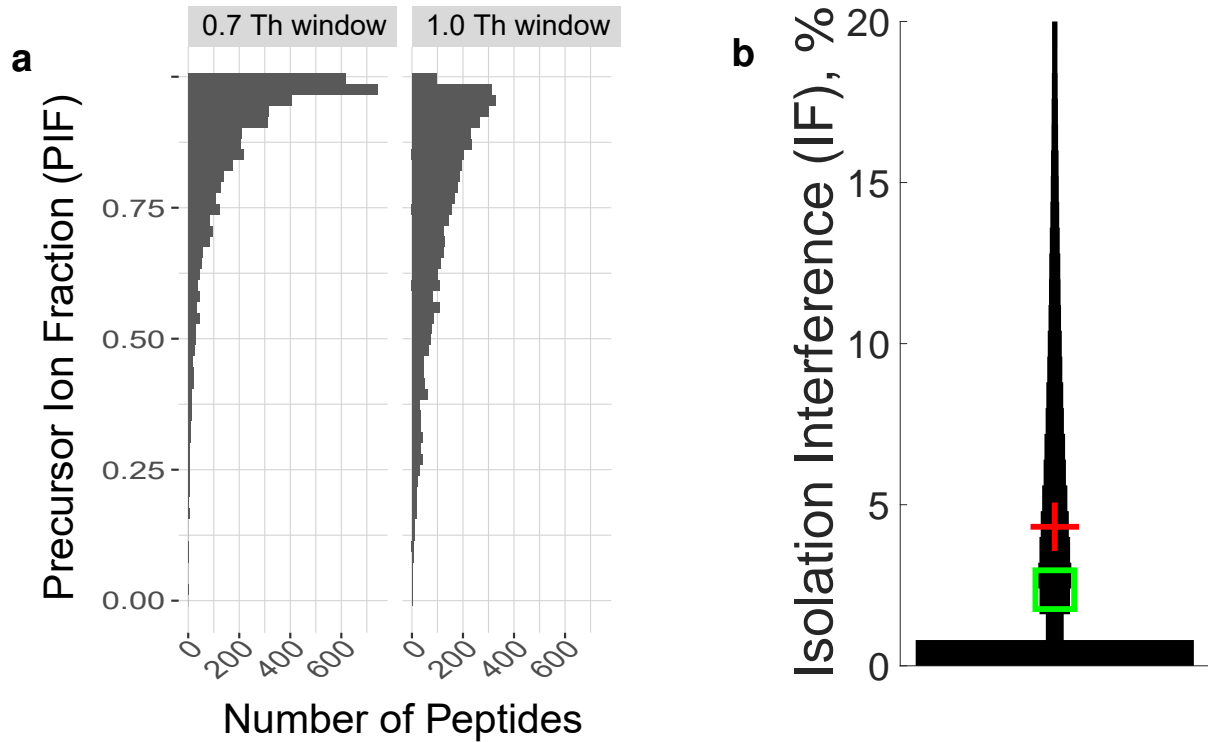

**Fig. S5. Estimating the purity of MS2 spectra as a function of the width of the isolation window and by two independent search engines.** (a) MaxQuant uses the precursor ion fraction (PIF) to estimate the fraction of the ion intensity originating from the precursor assigned to a peptide spectral match for each MS2 spectrum [4,12]. The distributions of PIF values for two controlled experiments indicate that the isolation window width used by SCoPE2 (0.7 Th) results in purer spectra compared to the isolation width (1.0 Th) used with SCoPE-MS. (b) Proteome Discoverer (PD) uses a completely different approach to estimate the contamination of MS2 spectra by interfering ions coisolated with the precursor ion. PD estimates Isolation Interference (IF), which should equal to  $100\% - PIF$ . The distribution of low IF values for the SCoPE2 data affirms the high spectral purity estimated by MaxQuant as shown in the main Figure 3d. As in main Figure 3, the green square is the median and the red plus is the mean IF.

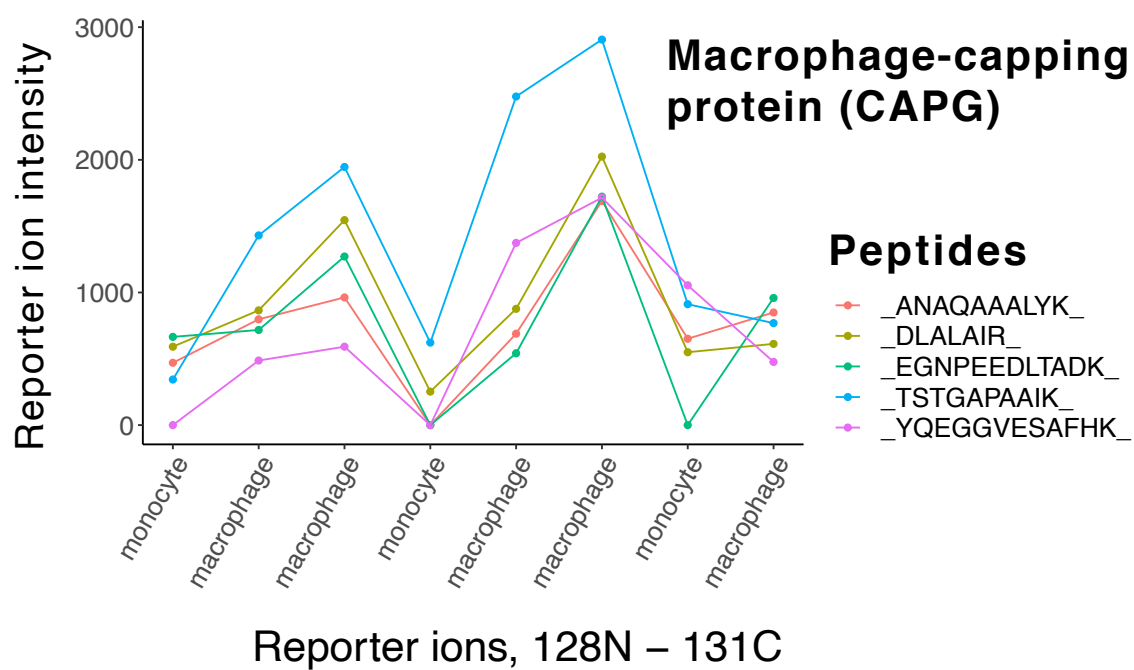

**Fig. S6. Raw reporter ion intensities for macrophage-capping protein (CAPG) measured in a SCoPE2 set.** The reporter ion intensities for peptides originating from CAPG in experiment 190222S-LCA9-X-FP94AP are displayed for each single cells. The sequence TSTGAPAAIKK was observed in the carrier channel, but not quantified in single cells, and thus omitted from the plot and any quantitative analysis.

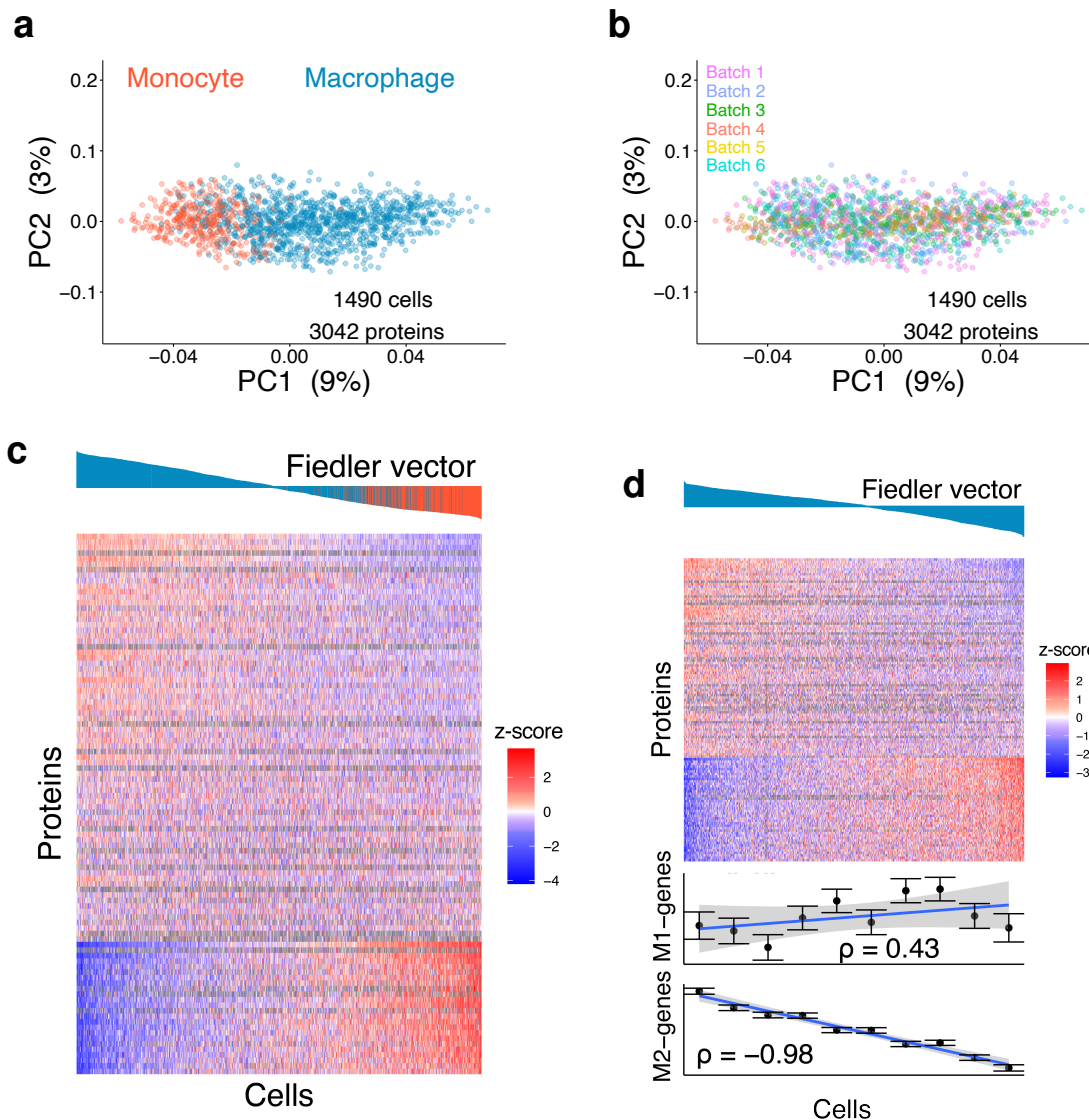

**Fig. S7. Analysis without any imputation qualitatively recapitulate the results from the imputed data.**

(a) Principal component analysis was computed using only measured protein levels (without any imputation) and minimal data processing. To correct for differences between the 6 different batches of sample preparation, the levels of each protein were normalized to z-scores within each individual set by subtracting the mean and dividing by the standard deviation. The PCA analysis and data display were performed as in main Figure 4a that used imputed and batch corrected data. (b) Colorcoding each cell from the PCA analysis by its corresponding sample preparation batches indicates relatively uniform distribution of cells from the different batches within the 2D PCA projection space. (c) A heatmap from performing the spectral clustering from main Figure 5a on the raw protein measurements without imputation and batch correction. Missing data points are shown in gray. Only proteins with less than 50% missing data are displayed. (d) A heatmap from performing the spectral clustering from main Figure 4b on the raw protein measurements without imputation and batch correction. Missing data points are shown in gray. Only proteins with less than 50% missing data are displayed.

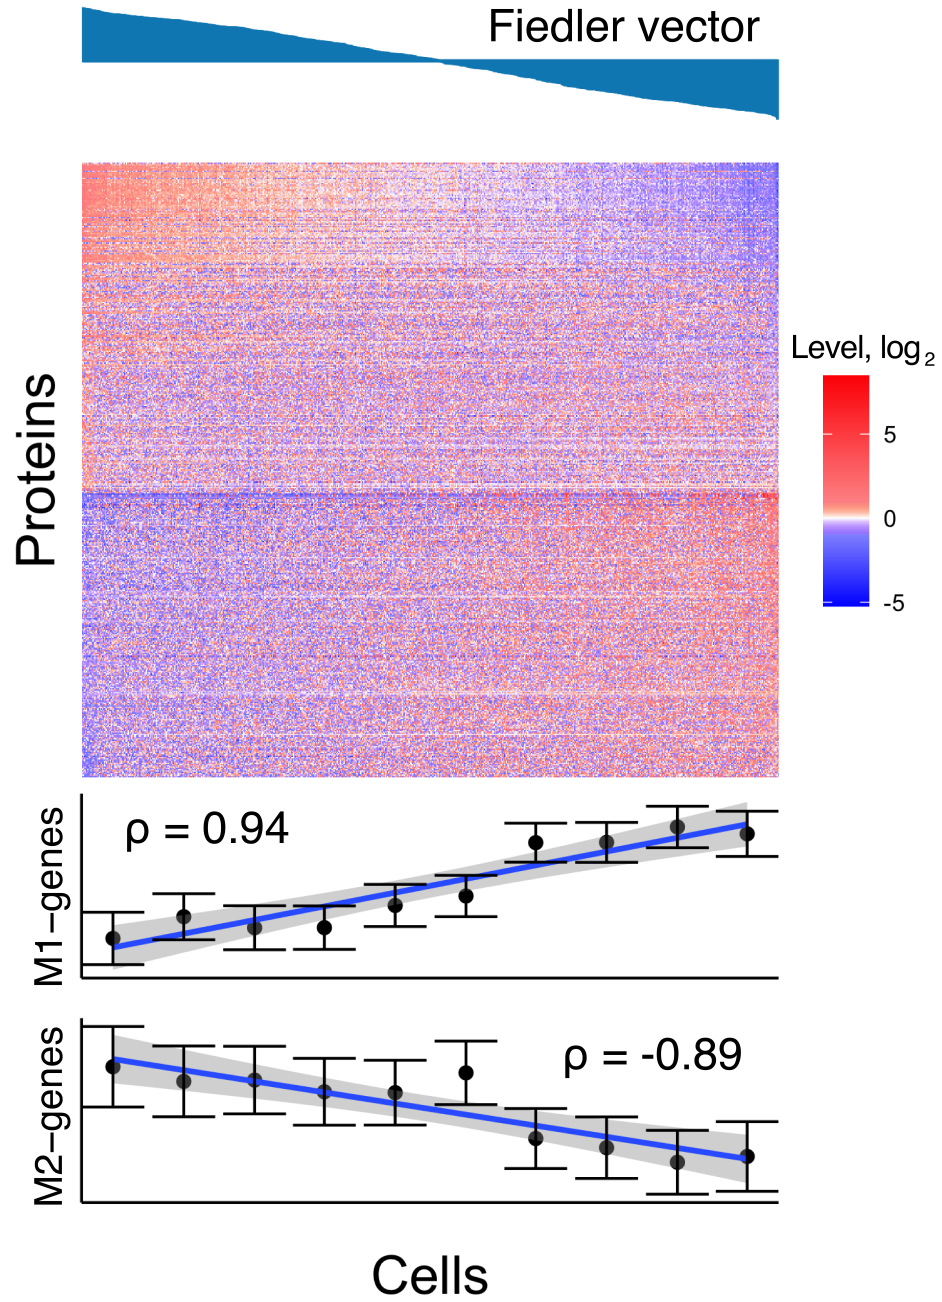

**Fig. S8. Macrophage-like single cells from the mRNA data set display a gradient of polarization.** The single-cell RNA data for macrophage-like cells were analyzed analogously to the protein data shown in main figure 5. Displayed are the top 25% most variable mRNA (518) levels across 425 single cells. The level for each mRNA is relative to its mean level across the 425 single cells. The levels of genes in the selected mRNA data that are enriched in M1 or M2-polarized macrophages [6] are plotted below.

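In the RNA data analysed here, the order separated the clusters of macrophage-like cells, found from the same counts, that CCL1 and IL1B or TREM2 and TDO2 lead, with an area under the curve of 0.928 in replicate 1 and 0.952 in replicate 2, and of 0.671 and 0.952 when each cell was thinned to 10000 UMIs. The rank along the vector had a Spearman correlation with total UMIs per cell of −0.137 and −0.272. For the number of cells in Fig. S8, 425 macrophage-like cells around the mode were drawn as an alternative, 209 of them from replicate 1 and 216 from replicate 2, and the M1 list then had a correlation of 0.221 across the cells of replicate 1 and 0.0263 across those of replicate 2.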

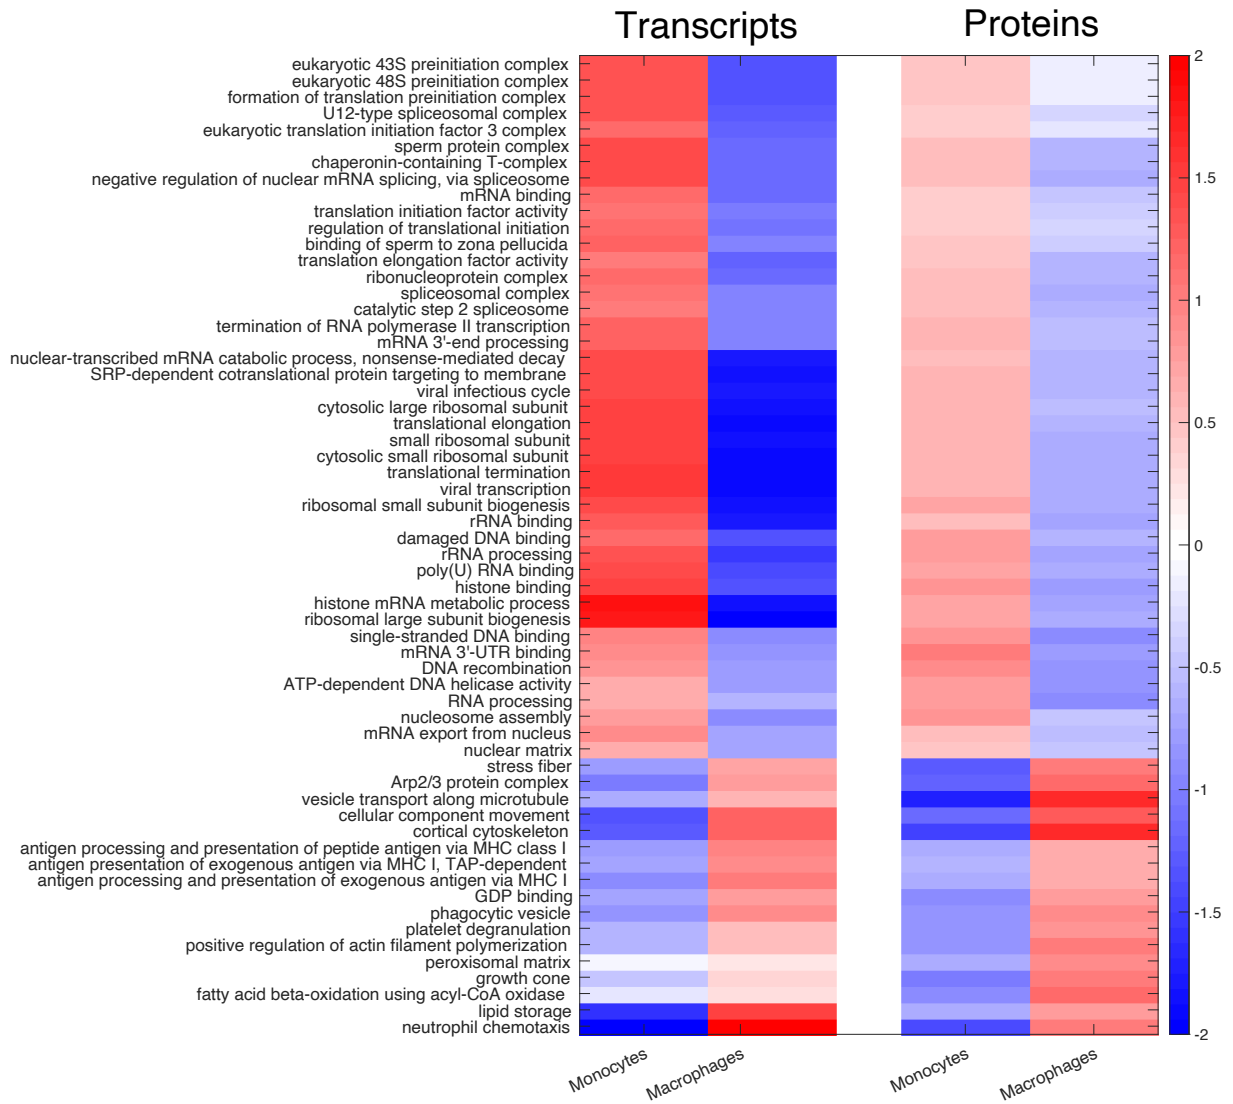

**Fig. S9. Gene set enrichment analysis of cluster 1**

Gene set enrichment analysis [13] identified statistically significant functional groups of genes that show differential abundance at the mRNA and protein levels in macrophages and monocytes from Cluster 1 in main Fig. 6. The colormap shows fold changes relative to the mean across all single cells on a  $\log_2$  scale.

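At the RNA level of the re-analysed classes, all 8 genes of the chaperonin-containing T-complex were lower in macrophage-like cells, with a median log2 fold change of −0.62 (camera, adjusted p = 0.00460). The Arp2/3 complex was higher in 8 of 9 genes, with a median of 0.58 (adjusted p = 0.0276), from ARPC1B at 1.40 to ARPC1A at −0.32. Neutrophil chemotaxis was higher in 12 of 14 genes, with a median of 3.11 (adjusted p = 0.00107) and CCL4 highest at 4.83, after 6 markers that had served to name the cells were removed from it. The median of the translation initiation factor 3 complex was −0.48 with 10 of 13 genes lower, and that of lipid storage 0.84 with 7 of 9 genes higher, and neither passed the threshold (adjusted p = 0.0658 and 0.0722).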

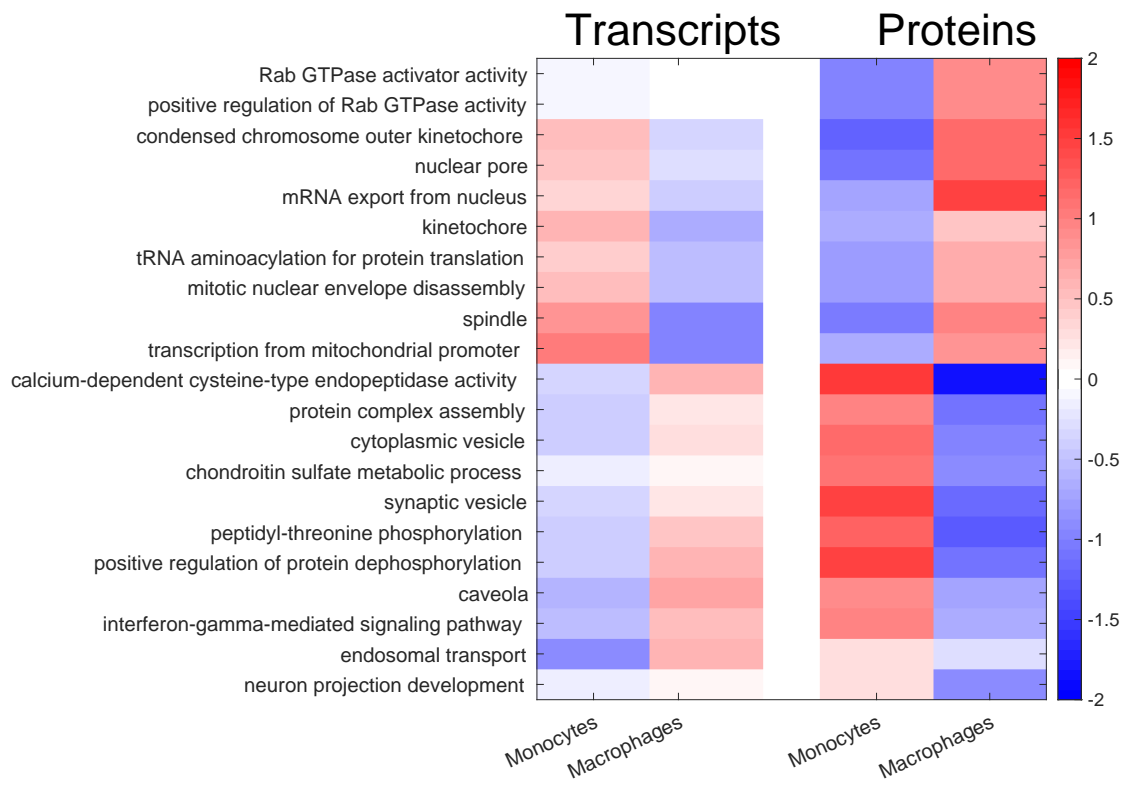

**Fig. S10. Gene set enrichment analysis of cluster 2**

Gene set enrichment analysis [13] identified statistically significant functional groups of genes that show differential abundance at the mRNA and protein levels in macrophages and monocytes from Cluster 2 in main Fig. 6. The colormap shows fold changes relative to the mean across all single cells on a  $\log_2$  scale.

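Among the other families named after this figure, the nuclear pore was lower at the RNA level in macrophage-like cells in 26 of 28 genes, with a median log2 fold change of −0.90 (camera, adjusted p = 1.37e-05). The tRNA aminoacylation genes were lower in 21 of 22, with a median of −0.75 (adjusted p = 7.96e-05) and AARS lowest at −2.33. Higher medians were found for endosomal transport, at 0.38 with 20 of 26 genes higher (adjusted p = 0.0193), and for interferon-gamma-mediated signaling, at 0.49 with 19 of 25 genes higher (adjusted p = 0.00521), 5 of whose genes are also in the M1 list. Transcription from the mitochondrial promoter, with a median of −0.83 over 6 genes, and calcium-dependent endopeptidases, with 0.50 over 8 genes, did not pass the threshold (adjusted p = 0.160 and 0.418).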

## References

1. Specht H, Harmange G, Perlman DH, Emmott E, Niziolek Z, Budnik B, et al. Minimal sample preparation for high-throughput proteomics. *bioRxiv*. 2019;doi:10.1101/399774.
2. Huffman G, Chen AT, Specht H, Slavov N. DO-MS: Data-Driven Optimization of Mass Spectrometry Methods. *J of Proteome Res*. 2019;doi:10.1021/acs.jproteome.9b00039.
3. Chen A, Franks A, Slavov N. DART-ID increases single-cell proteome coverage. *PLoS Comput Biol*. 2019;doi:10.1371/journal.pcbi.1007082.
4. Cox J, Mann M. MaxQuant enables high peptide identification rates, individualized ppb-range mass accuracies and proteome-wide protein quantification. *Nature biotechnology*. 2008;26(12):1367–1372.
5. Eden E, Navon R, Steinfeld I, Lipson D, Yakhini Z. GOrilla: a tool for discovery and visualization of enriched GO terms in ranked gene lists. *BMC Bioinformatics*. 2009;10(1):48.
6. Martinez FO, Gordon S, Locati M, Mantovani A. Transcriptional profiling of the human monocyte-to-macrophage differentiation and polarization: new molecules and patterns of gene expression. *Journal of Immunology (Baltimore, Md: 1950)*. 2006;177(10):7303–7311. doi:10.4049/jimmunol.177.10.7303.
7. Budnik B, Levy E, Harmange G, Slavov N. SCoPE-MS: mass-spectrometry of single mammalian cells quantifies proteome heterogeneity during cell differentiation. *Genome Biology*. 2018;19:161. doi:10.1186/s13059-018-1547-5.
8. Slavov N, Dawson KA. Correlation signature of the macroscopic states of the gene regulatory network in cancer. *Proceedings of the National Academy of Sciences*. 2009;106(11):4079 – 4084. doi:10.1073/pnas.0810803106.
9. Barkas N, Petukhov V, Nikolaeva D, Lozinsky Y, Demharter S, Khodosevich K, et al. Joint analysis of heterogeneous single-cell RNA-seq dataset collections. *Nature methods*. 2019;16(8):695–698.
10. Rieckmann JC, Geiger R, Hornburg D, Wolf T, Kveler K, Jarrossay D, et al. Social network architecture of human immune cells unveiled by quantitative proteomics. *Nature Immunology*. 2017;18:583–593.
11. Milo R. What is the total number of protein molecules per cell volume? A call to rethink some published values. *Bioessays*. 2013;35(12):1050–1055.
12. Tyanova S, Temu T, Cox J. The MaxQuant computational platform for mass spectrometry-based shotgun proteomics. *Nature protocols*. 2016;11(12):2301.
13. Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proceedings of the National Academy of Sciences*. 2005;102(43):15545–15550.

How the deposited data were processed for this re-analysis (not part of the article)

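Single-cell RNA sequencing was analysed from 2 replicate cultures, each a mixture of U-937 monocytes and macrophage-like cells made from them with PMA, run in a 10× Chromium lane of its own. The authors made the deposited counts with CellRanger, as UMIs per gene and barcode, whole numbers without normalization. The paper's text does not name the version of the software, the genome build or the annotation. The matrices had not passed the authors' filter on UMIs per barcode, which was applied here as the methods give it, with a minimum of 10000 UMIs. Mass spectrometry data, and with them every comparison of RNA with protein, were not analysed here.

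From the counts, each kept cell was scaled to 10000 UMIs, and levels across cells were taken as log2 of the scaled count plus 1, or as its natural log for the clustering. Cells of both replicates were clustered with scanpy 1.11.5 and leidenalg 0.10.2 under Python 3.11.15, without batch correction. Monocyte-like clusters were named from AZU1, PRTN3, CTSG, MPO, MS4A3, PRSS57, MYB and CFD, and macrophage-like clusters from CD14, CD68, ITGAM, ITGAX, CD36, PLAUR, TIMP1, CCL2, CCL3, CXCL8, SPP1, MMP9, LGALS3, CTSB, GPNMB and APOC1, with at least 3 detected markers required. CXCL8 is listed under its older symbol IL8, and TM4SF19, whose symbol is repeated in the matrices, is given as uncertain. Every gene of the lists tested, apart from the naming markers, was kept out of the clustering genes, so that the genes reported did not define the clusters. Scrublet, with an expected rate of 0.05, marked 35 cells (0.909%) in replicate 1 and 67 cells (1.48%) in replicate 2 as doublets, and these were kept, with their removal as an alternative. Doublets of a single class are hard to mark in a mixture of related cells, so some are left.

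UMIs were summed per replicate and class, and 14412 genes with enough counts were fitted with edgeR 4.0.16 under R 4.3.3, of which 12408 had not been used to cluster or name the cells and were tested. Gene families were tested with camera from limma 3.58.1 with a preset correlation of 0.01, on log2 CPM with a prior count of 2, and with fry beside it. DESeq2 1.42.0 was run as an alternative. On counts simulated from the same sums, 98.0% of 199 changed genes were recovered by edgeR and no unchanged gene was called, with the size of the change also required. Only 200 of 14412 genes and 1 family were changed there, while 9243 of 12408 genes passed the adjusted p in the data. The simulation thus tests neither the scaling where most genes change nor the clustering. The correlation of RNA vectors and the order of macrophage-like cells were also tested on simulated data. The vectors had a median of 0.892 over the simulated genes whose partners were kept.

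Both class sums of a replicate come from the same lane, so the replicate numbers pair the sums. The deviations of the sums of a replicate from the class means had a correlation of 0.157 over 14412 genes. With the replicate block, 1633 genes were higher in macrophage-like and 2120 in monocyte-like cells, and the biological coefficient of variation went from 6.05% to 2.71%. The counts of the replicates differed by more than sampling noise, with a chi-square per degree of freedom of 12.3 for monocyte-like and 12.4 for macrophage-like sums, so they were taken as separate samples.

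Values across cells are correlations within a replicate, given per replicate with no p-value, because cells are not replicates. Binomial intervals are exact at a confidence of 95% and cover counting error only. Where shares of cells with a UMI were compared, each cell was also thinned to 10000 UMIs, which left out no kept cell. The genes named are those for which the paper gives a transcript or protein result, except a gene whose results, with the lists written for it, are not reported here, and the 5 genes with the largest fold change in each direction past the threshold with a mean of at least 50 CPM and the same direction in both replicates. Single members of a family are named where they are its highest or lowest. The M1, M2 and family lists were written by hand from general knowledge, because the published sets were not used here, so their members differ from those the paper used. The main settings, the gene lists and most alternatives were fixed before the data were examined. Alternatives concerned the UMI minimum, doublets, the clustering, the test and its filter, the replicate block, thinning, the pseudocount, the choice of cells around the mode, the classes, the kind of correlation and the genes entering each measure.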

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

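The tests on the cluster without a name were chosen after the result was seen, and those on the barcodes below the UMI minimum before it.

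Barcodes below the minimum of 10000 UMIs, which the paper discards as empty or background droplets, carry a signal of cell identity. Of the 1968 barcodes of replicate 1 and 1947 of replicate 2 that lie between the left peak and the minimum, 61.0% and 65.8% had a share of monocyte-high transcripts outside the 99% binomial range around the pooled share, far more than counting error gives. Their pooled share of monocyte-high transcripts was 2.24% and 1.36%, below that of the left peak, and their pooled mitochondrial share was 6.69% and 9.63%, above the 4.41% and 4.39% of the kept cells. Free RNA in droplets without a cell was tested in the left peak itself, where every barcode would draw from the same pool and the variance of the share would be near its binomial value. The observed variance was 4.42 times the binomial one in replicate 1 and 9.60 times in replicate 2, which argues against free RNA as the only source. Broken or small cells of a single class were tested through the barcodes outside the same range, which were 7.53% of the left peak in replicate 1 and 17.6% in replicate 2, against 94.5% and 83.3% of kept cells thinned to the median total UMIs of the peak, which left them fewer UMIs on these genes (a median of 118.5 against 251 and of 27 against 89), so most barcodes of the peak lay inside the range. A mixture of free RNA with some broken or small cells stays open for the left peak. In replicate 2 the position of that peak may follow from the start of the matrices at 500 UMIs. The difference in its position between the replicates was not explained. No biological explanation was tested, since both replicates are of the same condition.

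A cluster of 246 cells in replicate 1 and 247 in replicate 2, 6.39% and 5.44% of the kept cells, took neither class name and appears in both replicates, and the paper does not report such a group. It had 5 of 6 counted monocyte markers and 8 of 16 macrophage markers above the midpoint. Macrophage markers summed to 15054 and 14849.9 CPM in it, between 2135 and 2069 CPM in monocyte-like and 31644 and 32269 CPM in macrophage-like cells. Monocyte markers summed to 551 and 523 CPM, against 2045 and 1849 CPM in monocyte-like, 294 and 298 CPM in macrophage-like cells and 1158 and 1115 CPM in simulated mixed pairs. CFD alone stood at 234 and 236 CPM in macrophage-like cells, so most of their sum is this marker. CFD is also among the naming markers used for the mixture below. At a Leiden resolution of 1.0, a cluster of 366 cells with nearly the same leading genes and a median of 28890 UMIs was macrophage-like. It had 0 of 7 monocyte markers and 9 of 16 macrophage markers above the midpoint. At that resolution 138 other cells took no name, with 6 of 7 monocyte and 13 of 16 macrophage markers above the midpoint. Their median of 40620 UMIs was higher, so mixed droplets stay open for them. Droplets with a monocyte and a macrophage-like cell would bring the abundant transcripts of both. By its macrophage-high transcripts the cluster would be at most 37.5% macrophage-like RNA in replicate 1 and 38.1% in replicate 2, and the naming markers of monocytes with ELANE then stood at most at 0.472 of the level needed, whichever monocyte-like cluster was mixed in, which argues against such droplets as the only source. The median over the whole cluster, 32114.5 and 31430.0 UMIs per cell, also lay below the 60743 and 54560.0 of simulated pairs. Scrublet marked 13.0% and 24.7% of the cluster as doublets, which a real group between the classes could also cause, so doublets among its cells stay open. A candidate explanation is that the cluster holds cells of the PMA-treated culture in G2 or M phase, whose transcripts would then stand as high as in dividing monocyte-like cells. G2/M transcripts summed to 5183 and 5105 CPM, against 4925 and 4983 CPM in the monocyte-like cluster with the most of them and 638 and 601 CPM in macrophage-like cells, at least 1.02 times the level of that monocyte-like cluster. Free RNA would reach droplets with and without a cell alike, and a barcode of the left UMI peak held 54.0 and 21.3 UMIs of macrophage markers, at most 0.122 of the 443 and 413 UMIs by which a cell of the cluster exceeded monocyte-like cells, which argues against it as the source. Incompletely differentiated cells stay open as well, since no label tells which culture a cell came from.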

How the results depend on the processing

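Alternatives added after the data were seen are the mean level of the M1 and M2 lists, the vector from the 518 most variable genes, the values without a replicate outside the class comparison, and the gene families under other class settings.

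All 264 values of named genes under the alternatives run for them kept their side of an adjusted p of 0.05, where a test was made, and every gene past it kept its direction. RELA, not past it, went from 0.0234 to −0.0214 without a filter on low counts. The size of the change of NCL fell below the 1 required for the counts of genes, to −0.948 with k-means, −0.912 at Leiden resolution 1.0 and −0.895 with a minimum of 20000 UMIs. Of 170 values of gene families, 165 kept their direction and, where a test was made, their side of an adjusted p of 0.05. The values without a replicate have no test. The other 5 are families that fry calls and camera does not. The replicate block changed no call of a named gene, nor of a family under camera, but under fry Rab GTPase activator activity went from an adjusted p of 0.0129 to 0.0549. Without replicate 1 or replicate 2, a single sum per class is left and the class comparison has fold changes but no test. With that block, 1622 of the 1632 genes higher in macrophage-like and 2106 of the 2113 higher in monocyte-like cells were called again. Across the alternatives of the class comparison no gene was called in opposite directions. Of the other values, 43 moved and are given below, and 93 were taken as the same, counts of genes or families by their ratio to the main count (at most 1.5), the fold changes of ITGB2 and ELANE by direction and adjusted p, and the rest by the spread between the replicates. Counts of genes have no such spread. They were 1631 and 2114 with doublets removed, 1560 and 1873 with DESeq2, 1899 and 2449 without a filter on low counts, and 1235 and 1722 of 10796 genes with thinned cells, where the main counts were 1632 and 2113. Thinning tests fewer genes by construction.

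With classes found from the other part of the genes, 2701 genes were higher in macrophage-like and 2605 in monocyte-like cells, so that 50.9% of the called genes were higher in macrophage-like cells in place of 43.6%. This setting also tests the genes otherwise used to cluster, 14393 in all, and 1624 and 2095 of the called genes were shared.

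The median of the kinetochore and spindle family went from −3.92 to −2.30 with k-means, −2.00 at Leiden resolution 1.0 and −1.96 with a minimum of 20000 UMIs, and the fold change of TOP2A from −5.65 to −3.15, −2.65 and −2.59. In these settings the share of kept cells without a name was 0% with k-means, 1.69% and 1.61% at resolution 1.0 and 1.76% and 1.92% with the higher minimum, in place of 6.39% and 5.44%.

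A minimum of 20000 UMIs left a mean of 3363 barcodes per replicate and 45.5% macrophage-like cells, fewer barcodes by construction. The share of macrophage-like cells also moved, to 45.5% with k-means and to 46.0% at Leiden resolution 1.0, and the share among the named cells stayed within its spread. At resolution 1.0 the monocyte-like share stayed at 49.2% and 55.5%, and the share without a name fell to 1.69% and 1.61%. With 50 neighbors the mixing ratio moved to 1.10.

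With each cell thinned to 10000 UMIs, the Spearman correlations with component 1 were 0.573 for NCL, −0.467 for RHOC and 0.410 for TNFSF13B, the RNA vectors had a median of 0.676, the M1 list had 0.0605 over cells and 0.344 over bins, and the M2 list 0.523 over bins. The M1 values differ between the replicates there, at 0.00496 and 0.116 over cells and 0.0580 and 0.630 over bins. Thinning removes UMIs by construction, and all of these values but that of the M2 list became smaller in size. With the 1490 cells nearest to the mode, the correlations with component 1 were 0.705, −0.615 and 0.599, and the median of molecules per gene was 1.14. With a pseudocount of 0.1, the vectors had a median of 0.831, which differs from the main value only beyond 3 digits, the M1 list 0.139 over cells and 0.906 over bins, and the M2 list −0.0401 over cells and 0.119 over bins (0.603 in replicate 1 and −0.365 in replicate 2), and the rank correlations with component 1 cannot change under it. The cause was not tested for the cells at the mode or the pseudocount.

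Averaging molecules over all kept cells gave a median of 0.0600 and over genes detected in at least 5% of cells 1.38, both by construction. The RNA vectors had a median of 0.202 within monocyte-like and 0.296 within macrophage-like cells, where the difference between classes no longer adds to the correlations, and 0.912 with genes detected in at least 20% of cells.

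The M1 list had 0.875 over bins and the M2 list 0.213 with both lists left out of the vector, and with 425 cells 0.124 over cells (0.221 in replicate 1 and 0.0263 in replicate 2) and 0.507 over bins for M1 and 0.556 over bins for M2. With the mean level of the list in place of the median, M1 had 0.352 over cells and 0.982 over bins and M2 0.103 and 0.795. The vector from the 518 most variable genes gave 0.840 for M1 and 0.116 for M2 over bins, the latter from 0.522 in replicate 1 and −0.290 in replicate 2. M2 over bins was 0.426 without marked doublets and 0.422 without cell-cycle genes, and 0.429 without replicate 2, since replicate 2 gives no value. The cause was not tested.

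The difference in pairwise correlation between macrophage-like and monocyte-like cells, −0.0132, was −0.0218 with all UMIs of each cell and −0.0156 without cell-cycle genes. The cause was not tested.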

Differences from the paper's values

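The alternatives with the mean level of the lists and with the 518 most variable genes were chosen after the values were seen.

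In Fig. S8, the paper's correlation of the M1 genes with the order of macrophage-like cells is about 0.94, read by eye, and the value here over 10 bins was 0.883, from binned levels that took 5 distinct values in either replicate, so the comparison carries little information. None of the alternatives set before the data were examined comes within the replicate spread of the paper's value, and the nearest was a pseudocount of 0.1, at 0.906. With the mean level of the list it was 0.982, and with the vector from the 518 most variable genes 0.840, both chosen after seeing the values.

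For the M2 genes, the paper's value is about −0.89 in Fig. S8, read by eye, and the value here was 0.429, from replicate 1 alone. That value came from binned levels that took 3 distinct values within 0.0183 on the log2 scale, so the comparison carries little information. The values under the alternatives set before the data were examined, means over the replicates or replicate 1 alone where replicate 2 gives no value, all differ from the paper's value and lie above 0, between 0.119 with a pseudocount of 0.1 and 0.556 with 425 cells. With a pseudocount of 0.1 the replicates had opposite signs, 0.603 in replicate 1 and −0.365 in replicate 2. The vector from the 518 most variable genes gave 0.116, from 0.522 and −0.290 in the replicates, and the mean level of the list 0.795, both chosen after seeing the values. The lists here are not the paper's lists.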

Other observations

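The tests of free RNA and of the cell cycle on the order of cells were chosen after the result was seen.

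The paper gives a transcript or protein result for the 14 genes compared here, and 13 of them passed an adjusted p of 0.05 between the classes at the RNA level, also when adjusted over the list alone, 9 of them with a log2 fold change of at least 1 in size. VIM had a log2 fold change of 3.14 (adjusted p = 5.70e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), ANXA2 of 1.83 and CAPG of 1.08, all higher in macrophage-like cells. AIMP2 was at −0.64, BAZ1B at −0.49, SOGA1 at −0.62, E2F1 at −3.20 and SIRT1 at −0.46, and RELA did not pass, at 0.02 (adjusted p = 0.784). These are RNA values for genes that the paper shows as proteins or transcription factors. Among the genes with the largest changes, S100A9 had 4.49, IL1B 4.38, S100A8 4.19 and CDKN1A 3.74, and TOP2A −5.65, TYMS −4.93, TPX2 −4.62, NUSAP1 −4.51 and MKI67 −4.45, and the lower values shrank where fewer cells took no name, for TOP2A to −3.15 with k-means. TM4SF19 had 4.60, but its symbol is repeated in the matrix, so its value is uncertain. Each fold change had the same direction in both replicates.

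The paper compares the pairwise correlations between cells of a class at the protein level. For the RNA, with 400 cells per class thinned to 10000 UMIs, the median correlation was 0.698 and 0.705 between monocyte-like and 0.685 and 0.692 between macrophage-like cells of replicates 1 and 2, lower in macrophage-like cells in either replicate. With cell-cycle genes left out, the difference grew to 1.18 times. The medians went to 0.701 and 0.708 in monocyte-like cells and stayed at 0.685 and 0.692 in macrophage-like cells. Macrophage-like cells held few such transcripts, with 638 and 601 CPM of G2/M transcripts against 4068 and 4075 CPM, so mainly the monocyte-like value could move. The genes left out thus do not account for the difference, and other effects of the cell cycle were not tested. The UMIs per cell as the cause of the difference would remove it on thinning, and 0.603 of the difference on all UMIs was left. Other technical causes were not tested, and a biological difference in heterogeneity stays open as a hypothesis.

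The order of macrophage-like cells was weighed for technical causes. UMIs per cell cannot be told apart from another cause, since the order after thinning had a correlation of 0.993 with the order before it in replicate 2 but only 0.561 in replicate 1. The cell cycle cannot be told apart either, because leaving out the cell-cycle genes moved nothing, and the rank had a Spearman correlation of 0.352 in replicate 1 and 0.348 in replicate 2 with the share of cell-cycle transcripts.

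ELANE had UMIs in most macrophage-like cells. If this were free RNA, each monocyte transcript would reach the same fraction of its level in the free RNA, for which the barcodes of the left UMI peak were taken. ELANE reached 12.1% and 10.5%, AZU1 9.29% and 10.2%, CTSG 4.11% and 5.70%, and CFD 137% and 136%, and the fraction for ELANE was 2.95 and 1.84 times that for CTSG (counting SD 0.133 and 0.162). The left peak is no pure free RNA, so free RNA and residual expression cannot be told apart.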
